# Identification of candidate enhancers controlling the transcriptome during the formation of interphalangeal joints

**DOI:** 10.1038/s41598-022-16951-4

**Published:** 2022-07-27

**Authors:** Karol Nowosad, Rutger W. W. Brouwer, Adrian Odrzywolski, Anne L. Korporaal, Bartłomiej Gielniewski, Bartosz Wojtaś, Wilfred F. J. van IJcken, Frank Grosveld, Danny Huylebroeck, Przemko Tylzanowski

**Keywords:** Cartilage development, Transcriptomics, Regulatory networks

## Abstract

The formation of the synovial joint begins with the visible emergence of a stripe of densely packed mesenchymal cells located between distal ends of the developing skeletal anlagen called the interzone. Recently the transcriptome of the early synovial joint was reported. Knowledge about enhancers would complement these data and lead to a better understanding of the control of gene transcription at the onset of joint development. Using ChIP-sequencing we have mapped the H3-signatures H3K27ac and H3K4me1 to locate regulatory elements specific for the interzone and adjacent phalange, respectively. This one-stage atlas of candidate enhancers (CEs) was used to map the association between these respective joint tissue specific CEs and biological processes. Subsequently, integrative analysis of transcriptomic data and CEs identified new putative regulatory elements of genes expressed in interzone (e.g., *GDF5*, *BMP2* and *DACT2*) and phalange (e.g., *MATN1*, *HAPLN1* and *SNAI1*). We also linked such CEs to genes known as crucial in synovial joint hypermobility and osteoarthritis, as well as phalange malformations. These analyses show that the CE atlas can serve as resource for identifying, and as starting point for experimentally validating, putative disease-causing genomic regulatory regions in patients with synovial joint dysfunctions and/or phalange disorders, and enhancer-controlled synovial joint and phalange formation.

## Introduction

Synovial joints, organs present at the articular ends of long bones, are essential for vertebrate mobility. They comprise of articular cartilage, synovium, ligaments and the synovium capsule^1^. Due to their function, the joints are frequently exposed to mechanical stress and thus prone to injuries. Congenital malformations and a number of diseases affect joint structure, thereby causing a decrease of joint functionality. For instance, misexpression of *PITX1* caused by enhancer adoption results in dysplastic elbow joints in Liebenberg syndrome (OMIM #186550)^2^, a homozygous mutation in *IMPAD1* leads to chondrodysplasia with joint dislocations (OMIM #614078)^3^, and loss of *EXOC6B* causes joint dislocations and defects in joint mobility, characteristic for patients with spondylo-epimetaphyseal dysplasia with joint laxity, type 3 (OMIM #618395)^4^. Osteoarthritis (OA) is the most prevalent synovial joint disease affecting adults^5^. Typical in OA is the progressive degeneration of articular cartilage and accompanying subchondral bone sclerosis, joint space narrowing, osteophyte formation and the variable degree of synovium inflammation^6^, eventually causing joint destruction. The latter frequently needs intervention by joint replacement^7^.

A comprehensive understanding of gene regulatory networks (GRNs) orchestrating synovial joint formation will contribute to the understanding of both healthy and pathological processes taking place in this organ. This knowledge will also help in the development of novel cell and/or gene-based strategies for treatment of injured articular cartilage within the developmental engineering paradigm^8^. The first morphologically distinguishable event in joint development is the formation of interzones, with distinct progenitor cells giving rise to the majority of articular tissues^9^. The condensing cartilage anlage, at the locations of future joints, undergoes several rounds of cell proliferation^10^. The discovery that the influx of cells from the outside of the interzone contributes to overall increased interzone cell density, points to an important mechanism in interzone formation^11,12^. At the same time, *SOX9* [a member of Sry family of transcription factors (TFs)] expression becomes repressed, arresting the chondrogenic program and allowing the interzone to form^13^. The formed joint interzone comprises of two layers of cells, named the outer and intermediate interzone layers, with differentially expressed genes (DEGs), including *COL2A1* (encoding α(II)-collagen) and *MATN1* (Matrilin-1), which have higher expression in the outer interzone, and *GDF5* (Growth and Differentiation Factor-5, a ligand of the BMP subgroup of the TGFβ family) with higher mRNA level in the intermediate interzone^14^. These layers will contact the ends of future bones, while an inner cell layer of yet to be defined function is also present.

Cells within the cartilage anlage change their phenotype progressively from round to columnar, pre- and eventually hypertrophic chondrocytes, contributing to longitudal cartilage and bone growth. Acknowledged molecular markers for the round chondrocytes include the aforementioned *MATN1* and *COL2A1*^15^. Additionally, chondrogenic induction and differentiation is accompanied by the expression of *RUNX2* (encoding a RUNT family TF) followed by the expression of *COL10A1* (α(X)-collagen). The latter is a specific marker gene for hypertrophic chondrocytes, and some of its enhancers have been mapped^16^. It has been suggested that the round chondrocytes may contribute to the articular cartilage, but their contribution to the interzone structures remains unclear and may depend on restricted exposure to BMP and/or WNT signals^11^. Thus, while new knowledge is emerging regarding early stages of joint formation, including interaction with adjacent cartilage, the insight into gene expression control within cells of the joint interzone remains incomplete. Indeed, while numerous reports have described the transcriptome in the synovial joint formation^14,17^, including at single-cell level^18^, relatively little is known about the activity of enhancers during that process.

Enhancers regulate gene transcription mainly in *cis*, within the topologically-associating domains (TADs), where they promote intra-TAD control of transcription of loci by making TFs and co-factors bridge between their bound distal enhancer sites and the promoter-proximal region of the appropriate target gene(s), hence achieving physical proximity^19–21^. Enhancers are associated with histone modification signatures, such as H3K27ac and H3K4me1, and chromatin accessibility, however such biochemical marks may be absent in the so-called hidden enhancers at one or more stages of cell differentiation. In the enhancer-promoter complexes high-affinity binding of co-factors (e.g. histone-acetylation containing P300), TFs and RNA-Pol2 also can be shown^22^. Defects in enhancer function have been linked to limb malformations as well, for example in Hass-type polysyndactyly (OMIM #186200)^23^, split hand/foot malformation (OMIM #183600)^24^, Leri-Weill dyschondrosteosis (OMIM #127300) and Laurin-Sandrow syndrome (OMIM #135750)^25^.

Here, our focus was on identifying candidate enhancers (CEs) based on biochemical H3-profiles active in the joint interzone and adjacent phalange. Next, we developed an atlas of candidate *cis*-regulatory elements at one developmental stage of chick embryos. In combination with the available transcriptomes, this atlas will help in elucidating the molecular mechanisms that control joint interzone formation and/or cause joint disease. We opted for microsurgical dissection of interzone as opposed to using *GDF5*-positive (+) cell selection procedures, because not all cells during early stages of joint formation are convincingly *GDF5*+^12,18^. We identified unique interzone/phalange CEs that are conserved between chicken, mouse and human, and functionally annotated these CEs, followed by integrative analysis of cell-type specific CEs and DEGs. We also associated the CEs with synovial joint and phalange abnormalities, and a higher risk of OA.

## Results

### Microdissection of joint interzones and phalanges

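Poly(A)-RNA was sequenced in 6 libraries, 3 of interzone and 3 of the adjacent phalange, from embryos at stage HH32 after 7.5 days of incubation. The interzone is the layer of condensed cells that marks the future joint, and the phalange is the cartilage element beside it. The libraries were made with Smart-seq2, in which the full-length cDNA is amplified before tagmentation, so copies of the same cDNA molecule are counted as separate reads. The paper's text does not name how many embryos contributed to each RNA library. The authors mapped single reads of 50 bp to the chicken genome with STAR, counted them on Ensembl genes with featureCounts and deposited the counts of 15984 genes divided by a size factor for each library. In all 6 libraries 100% of the values were whole multiples of the value of 1 read, so the reads could be recovered. They came to 14347148, 13509317 and 13530587 reads on genes in interzone 1, 2 and 3, and to 12568099, 12431285 and 13830672 in phalange 1, 2 and 3. Differential expression was computed with limma on log2(normalized count + 1) for the 11928 genes with a mean normalized count of at least 10. On this scale the fold changes of low genes are understated. The recovered reads were also tested with edgeR's quasi-likelihood test and with DESeq2. With 3 libraries of each tissue, an exact permutation test cannot give a p below 0.1. Counting intervals, and the limit of 3 reads that a count of 0 allows, cover counting error only.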

The interzones and the adjacent proximal part of phalange were dissected from the third digit of the hindlimb of chick embryos (at stage HH32, when the interzone was distinguishable under the microscope; Fig. 1a), and RNA-sequencing (RNA-seq) was performed on the separated tissues (see “Materials and methods”). Subsequently, we analyzed the interzone and phalange RNA-seq datasets using DESeq2. First, we checked whether biological replicates separated according to origin of the tissue. 

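On the log2 values of the 500 most variable genes, the mean distance between libraries of different tissues was 1.05 times the mean distance between libraries of the same tissue. No other split of the 6 libraries gave a ratio as large (one-sided exact permutation test, p = 0.1, the smallest p this design allows). The first principal component held 30.7% of the variance and the second 27.1%. On the first component, the interzone libraries 1, 2 and 3 lay at 31.3, 41.1 and 13.6, and the phalange libraries 1, 2 and 3 at -2.90, -70.2 and -12.8. All interzone libraries thus lay on one side of all phalange libraries, but the gap between the nearest libraries of the 2 tissues was smaller than the spread within the phalange. The second component set phalange 1, at 57.8, against interzone 2, at -50.8. Among the alternatives with all 6 libraries, a pseudocount of 10 moved the ratio most, to 1.13. With all genes past the filter and with a larger set of the most variable genes the ratio was 1.03, and another split gave one as large (one-sided exact permutation tests, p = 0.2 for both). Without phalange 2 the ratio was 0.997 (one-sided exact permutation test, p = 0.6), and without interzone 2 it was 1.02 (one-sided exact permutation test, p = 0.5). In both of these cases the first component no longer separated the tissues. The tissue split was also not the one with the largest ratio without interzone 3 (one-sided exact permutation test, p = 0.5) or without phalange 3 (one-sided exact permutation test, p = 0.3). All these ratios are on log2 scales of the counts. With the vst and rlog transformations of DESeq2 the first component held 44.8% and 45.2% of the variance. Separation was not tested on those scales, so its weakness here need not hold for them.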

For this, we performed principal component analysis (PCA) revealing that component 1 (PC1) indeed separates interzone from phalange (Supplementary Fig. 1a). Next, to ensure that our datasets fit the DESeq2 model we analyzed the dispersion estimates, showing that our data generates typical pattern of dispersion plot (Supplementary Fig. 1b). Importantly, the curve presented at this plot has low dispersion values for high mean values of normalized counts, and high dispersion values for low mean values of normalized counts, which presents a general relationship between dispersion and gene expression for datasets fitting the DESeq2 model.

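The dispersion that DESeq2 estimated from the recovered reads fell as the mean normalized count rose. Among the 1778 genes with a mean from 10 to 30, the median final dispersion was 1.97, which is a coefficient of variation between replicates of 140%. The 2759 genes with a mean from 300 to 1000 had a median of 0.102, and the 180 genes with a mean of 10000 or more had a median of 0.0354, a coefficient of variation of 18.8%. The fitted trend lay above the gene-wise estimates throughout, with medians of 2.47 against 1.68 in the lowest class and 0.0504 against 0.0253 in the highest. Over all tested genes, the common dispersion of edgeR was 0.461, a biological coefficient of variation of 0.679. From the fall of the dispersion with the mean, the paper reasons that the data suit the model of DESeq2.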

**Figure 1:**
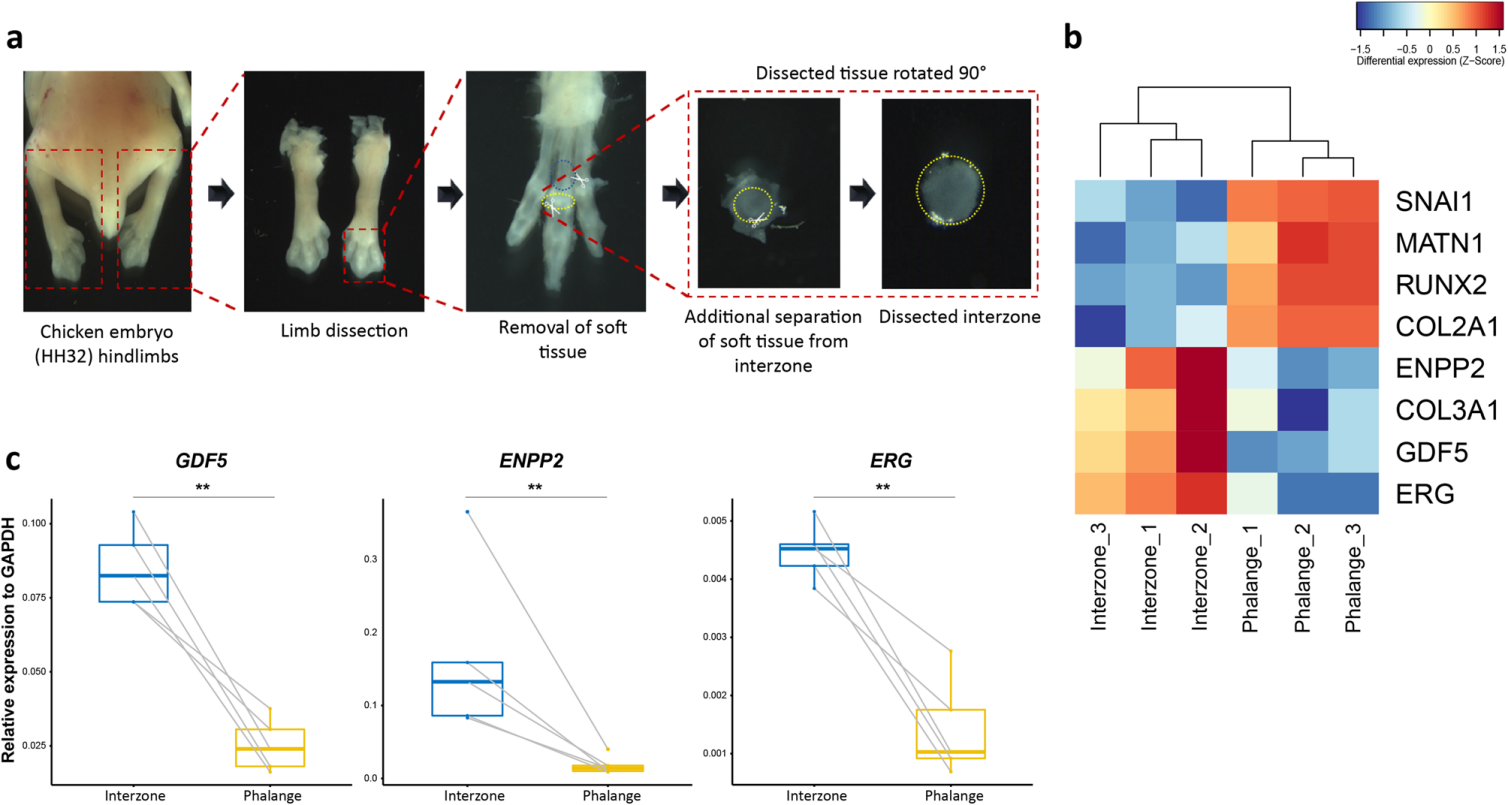
Dissection and transcriptome profiling of joint interzone and phalanges. (**a**) Location and dissection of the interzone and adjacent proximal part of phalange from hindlimb digit 3 of chicken embryo (HH32). The dissection procedure includes separation of hindlimbs, removal of soft tissue from the digits, and subsequent separation of interzone from adjacent phalange. Dissection was performed using Zeiss Stereo Discovery V8 microscope equipped with 0.63 × Plan Apo S Objective Lens and images were taken using ZEISS ZEN 3.2 (blue edition) software https://www.zeiss.com/microscopy/int/products/microscope-software/zen.html. (**b**) Differences in expression of interzone (*ENPP2*, *COL3A1*, *GDF5*, *ERG*) and phalange (*SNAI1*, MATN1, *RUNX2*, *COL2A1*) marker genes based on the RNA-seq data. (**c**) mRNA steady-state level of selected interzone markers (*GDF5*, *ENPP2*, *ERG*) as determined by RT-qPCR (all data were normalized to the expression of *GAPDH*; lines combined the samples isolated from the same embryo; *p < 0.05; **p < 0.01 based on Mann–Whitney–Wilcoxon test).

Next, we performed gene expression analysis (DEA) to identify key gene players specific either for interzone or adjacent phalange. The DEA with log2FC > 0.5 and p.adj < 0.05 identified 116 upregulated genes in interzone, and 61 genes upregulated in phalange (Supplementary Table 1; Supplementary Fig. 1c). 

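With limma and the thresholds named in the paper (adjusted p of 0.05 and log2FC of 0.5), 0 genes were higher in interzone and 3 genes were higher in phalange. These 3 genes were *RUNX2*, *SNAI1* and *C1H2ORF40*, and all 3 were also called by DESeq2. At an unadjusted p of 0.05, limma selected 771 of the 11928 genes, of which 444 were higher in interzone. The edgeR quasi-likelihood test called 0 genes higher in interzone and 1 gene higher in phalange. Of the alternatives set before the data were examined, DESeq2 on the same genes moved the counts most, calling 99 genes higher in interzone and 47 higher in phalange. DESeq2 on all 15984 genes, a setting chosen after the data were seen, called 116 and 61 genes. These were all the genes of Supplementary Table 1. By limma all of them had the same sign, 174 had an unadjusted p under 0.05, and the largest adjusted p was 0.841. In 98.3% of them every library of one tissue lay above every library of the other, where chance gives 10%. These genes were selected on the same libraries, so this share is not independent evidence. Among all tested genes this share was 11.0%, with 699 genes higher in interzone and 609 higher in phalange. The limma counts changed when single libraries were left out. Without phalange 1, 5 genes were higher in interzone and 4 in phalange, and without any other library there were 0 in both directions. Each such fit also has fewer replicates, so dependence on a given library cannot be told apart from the loss of a replicate. With each library left out, DESeq2 on all genes called from 73 to 217 genes higher in interzone and from 31 to 113 higher in phalange, and between 92 and 136 genes of Supplementary Table 1 were among them.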

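The normalized count of *GDF5* was 24754 ± 16437 (SD, n = 3 libraries) in interzone and 3632 ± 887 (SD, n = 3) in phalange. Its log2FC was 2.59 (standard error 0.41, adjusted p = 0.119 by limma). *ENPP2* had 22194 ± 21669 normalized counts (SD, n = 3) in interzone and 1163 ± 795 (SD, n = 3) in phalange, with a log2FC of 3.74 (standard error 0.88, adjusted p = 0.397 by limma). Most of its interzone level came from interzone 2, with 45670 normalized counts, against 2959 in interzone 3. For *COL3A1*, 5358 ± 2772 (SD, n = 3) stood against 1810 ± 805 (SD, n = 3) normalized counts, and the log2FC was 1.56 (standard error 0.43, adjusted p = 0.499 by limma). *ERG* had 1282 ± 265 (SD, n = 3) and 467 ± 166 (SD, n = 3) normalized counts and a log2FC of 1.49 (standard error 0.31, adjusted p = 0.263 by limma). For each of these 4 genes, every interzone library lay above every phalange library (two-sided exact permutation test of each gene, p = 0.1). None passed the limma threshold over all genes. DESeq2 on all genes gave adjusted p of 2.9e-07 for *GDF5*, 0.00324 for *ENPP2*, 0.0394 for *COL3A1* and 0.00366 for *ERG*. Over all alternatives the adjusted p ranged from 8.3e-09 to 0.593 for *GDF5*, from 0.00324 to 0.907 for *ENPP2*, from 0.0225 to 0.999 for *COL3A1* and from 0.00366 to 0.816 for *ERG*. Of the 35 genes tested from the list of named genes, 26 had a limma p under 0.05 when adjusted over the list alone and 3 when adjusted over all genes. The study chose most of these genes on the same libraries, so the count over the list alone is not independent evidence.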

Importantly, this analysis confirmed that the interzone samples had increased mRNA levels of *GDF5*, *ENPP2, COL3A1* and *ERG*, each already known to be expressed in joint interzones. Also, the DEA showed that phalange samples had significantly higher expression of well-described chondrocyte markers, such as *COL2A1*, *MATN1*, *SNAI1* and *RUNX2* (Fig. 1b; Supplementary Table 1). 

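In phalange, *COL2A1* had 2816 ± 352 normalized counts (SD, n = 3 libraries) against 567 ± 299 (SD, n = 3) in interzone, a log2FC of -2.44 (standard error 0.38, adjusted p = 0.119 by limma). *MATN1* had 13669 ± 6462 (SD, n = 3) against 1149 ± 585 (SD, n = 3), a log2FC of -3.56 (standard error 0.47, adjusted p = 0.0695 by limma). *SNAI1* had 8858 ± 768 (SD, n = 3) against 2099 ± 541 (SD, n = 3), a log2FC of -2.11 (standard error 0.22), and passed the threshold of limma with an adjusted p of 0.0335. The normalized count of *RUNX2* was 3852 ± 757 (SD, n = 3) in phalange and 671 ± 51.6 (SD, n = 3) in interzone. All 4 genes were higher in every phalange library than in every interzone library. The adjusted p of DESeq2 on all genes was 3.7e-06 for *COL2A1*, 5.3e-11 for *MATN1* and 1.5e-13 for *SNAI1*. Over all alternatives the adjusted p ranged from 1.1e-06 to 0.537 for *COL2A1*, from 2.5e-13 to 0.431 for *MATN1* and from 1.2e-14 to 0.265 for *SNAI1*. From the levels of these and the interzone markers, together with RT-qPCR and a comparison with published single-cell data, the paper concludes that the tissues of interest were dissected.

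**Figure D1:**
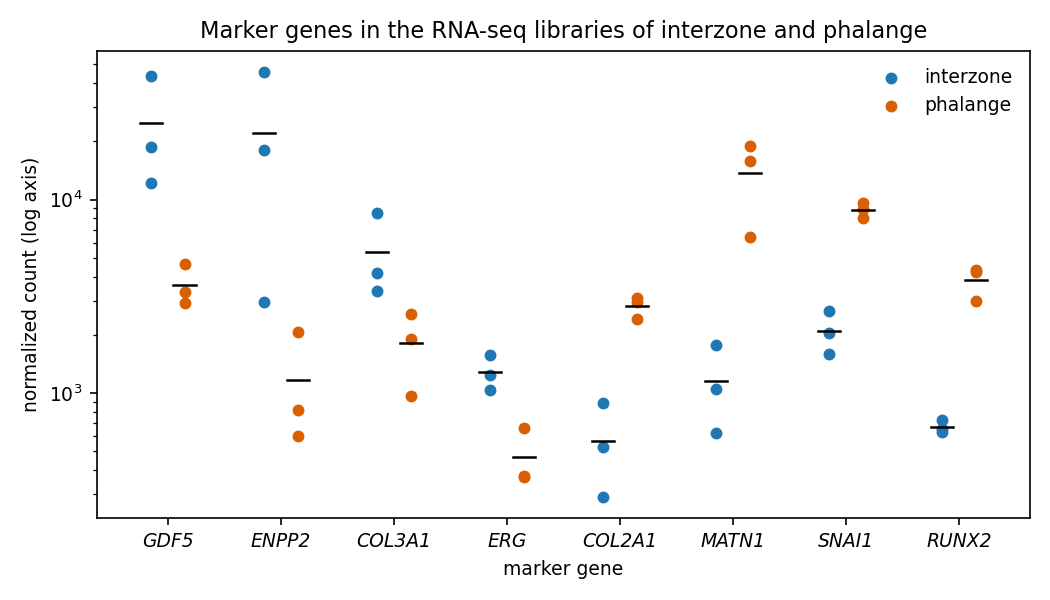
Normalized counts (log axis) of 4 interzone and 4 phalange marker genes in 3 interzone (blue) and 3 phalange (orange) RNA-seq libraries, with the mean of each tissue as a black line. The points of the 2 tissues do not overlap for any of these genes, and *ENPP2* has the widest spread within interzone, from 2959 to 45670.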

Notably, *COL10A1* mRNA expression was not detected in phalange samples, supporting the notion that the collected phalange regions contain chondrocytes prior to hypertrophy, indicating an early stage of the limb development. Also, interzone samples were not expressing *COL10A1* (except one replicate with ultra-low count numbers, i.e. equal to 1.9, suggesting that this is an artefact, and not the product of gene expression) excluding potential contamination by hypertrophic chondrocytes (Supplementary Table 2). 

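No read was counted on *COL10A1* in phalange 1, 2 and 3. At the depth of these libraries, a count of 0 allows up to 0.239, 0.241 and 0.217 RPM (reads scaled to the total on genes). Expression of *COL10A1* was thus not detectable in phalange above these limits.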

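The count of *COL10A1* was 0 in interzone 1 and interzone 2, which allows up to 0.209 and 0.222 RPM. In interzone 3 the normalized count of 1.88 came from 2 reads among 13530587, or 0.148 RPM (95% Clopper-Pearson interval 0.0179 to 0.534). This interval contains the limits of the other libraries, so interzone 3 did not differ from them beyond counting error. The gene lay below the minimum mean count and was not tested by limma.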

To further validate differential expression of selected interzone marker genes (i.e. *GDF5*, *ENPP2*, *ERG*) we performed RT-qPCR (Fig. 1c), which confirmed our RNA-seq data. Next, we compared gene expression of our identified DEGs with available single cell (sc)RNA-seq data from atlas of synovial joint development^18^. For this purpose, we focused on the Super Cluster 2 (SC2), shown to be composed of two populations: SC2_A, expressing chondrocyte related genes, and SC2_B, expressing interzone markers. Subsequently, we analyzed the subset of 60 genes due to lack of information about the other DEGs in scRNA-seq data. Many of the DEGs identified here presented high expression either in SC2_A, or SC2_B (Supplementary Fig. 2–4). Collectively, these results show that we successfully dissected tissues of interest.

### Atlas of putative enhancers of joint interzone and phalange identifies candidate enhancers involved in the regulation of cell identity

Next, we mapped the global H3K27ac and H3K4me1 signatures of joint and phalange by chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq). 

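Chromatin from pools of 100 dissected interzones or phalanges per sample was immunoprecipitated for H3K27ac, a mark of active enhancers and promoters, and for H3K4me1, which also marks enhancers that are poised. For each mark the authors mapped single reads of 65 bp to the *Gallus gallus* 6.0 genome with Bowtie 2, removed PCR duplicates with Picard and called peaks with MACS2 against input. They deposited 10 lists of broad peaks, each called in a single library, with the fold enrichment over input and the -log10 of p and q of each peak. H3K27ac was given for 3 libraries of each tissue and H3K4me1 for 2 libraries of each tissue. The interzone libraries 1, 2 and 3 had 58090, 60927 and 53697 H3K27ac peaks, and the phalange libraries had 62124, 63642 and 52591. These covered 83.5, 89.1 and 85.3 Mb in interzone and 72.9, 81.7 and 86.7 Mb in phalange. For H3K4me1 there were 106445 and 100251 peaks in interzone, over 142 and 134 Mb, and 111076 and 104880 peaks in phalange, over 145 and 140 Mb. The lowest -log10 q in each list was between 1.00 and 1.01, so the lists extend beyond the q of 0.05 that the methods name, and from 1.53% to 6.55% of the peaks in a list had a q over 0.05. The methods name no separate cutoff for broad peaks, so this need not be a departure from them. All deposited peaks were used. The read depth of the libraries is unknown from these lists, and the folds of separate lists are not on a common scale, so libraries were compared by the overlap of their peaks.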

The unsupervised clustering analysis revealed that interzone and phalange have distinct profiles for both H3K27ac and H3K4me1 (Fig. 2a,b). 

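Libraries of the same tissue shared more of their H3K27ac peaks than libraries of different tissues. The Jaccard index, which is the length covered by peaks in both libraries divided by the length covered in either, was between 0.690 and 0.705 for the 3 pairs of interzone libraries and between 0.622 and 0.662 for the 3 pairs of phalange libraries. For the 9 pairs from different tissues it was between 0.521 and 0.552. The mean within tissues was 0.667 and between tissues 0.536, a difference of 0.132, which no other split of the 6 libraries reached (one-sided exact permutation test, p = 0.1, the smallest p for 3 libraries against 3). For H3K4me1, the index was 0.731 for the 2 interzone libraries, 0.722 for the 2 phalange libraries and from 0.628 to 0.641 for the 4 pairs from different tissues. The difference of the means was 0.0896 (one-sided exact permutation test, p = 0.333, the smallest p for 2 libraries against 2). Of the alternatives, counting the share of peaks that overlap in place of base pairs moved these differences most, to 0.0940 for H3K27ac and 0.0603 for H3K4me1. From its clustering of these libraries, the paper states that the profiles of the 2 tissues are distinct.

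**Figure D2:**
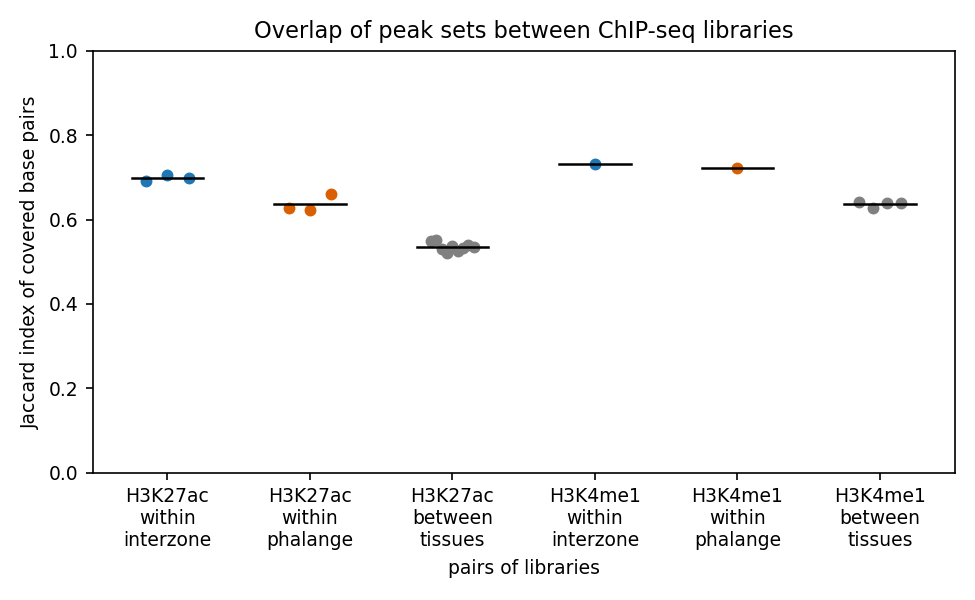
Jaccard index of the base pairs covered by peaks for each pair of ChIP-seq libraries, within interzone (blue), within phalange (orange) and between tissues (grey), with the mean of each class as a black line. For both marks all pairs within a tissue lie above all pairs between tissues.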

The mapping of the regions enriched for H3 modifications enabled us to generate a joint/phalange CE atlas and regions enriched for both H3K27ac and H3K4me1 were denoted strongly-active enhancers, for H3K27ac active enhancers, and for H3K4me1 poised enhancers. Since enhancers are often evolutionarily conserved^26^, we decided to select only conserved regions among chick, mouse and human followed by merging nearby genomic intervals (for details see “Material and methods”). Merging of these conserved regions reduces the probability of CEs separation into multiple short sequences and empower the analysis, however, may lead to the generation of CEs containing multiple conserved regions separated by non-conserved genomic blocks. 

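The peaks of the replicates were joined for each tissue and mark, and peaks less than 1000 bp apart were merged. H3K27ac regions that overlapped an H3K4me1 region by at least 1 base were counted as strongly-active, other H3K27ac regions as active and other H3K4me1 regions as poised. In interzone this gave 36386 strongly-active, 5892 active and 43141 poised regions, and in phalange 37218, 8025 and 44726. The strongly-active regions made up 42.6% of all regions in interzone and 41.4% in phalange, the active regions 6.90% and 8.92%, and the poised regions 50.5% and 49.7%. Promoters, anomalously enriched regions and regions not conserved among chick, mouse and human were not removed, since the annotations these steps need were not used here. The alternative that moved the counts of active regions most was to merge only overlapping or touching peaks, which gave 16360 in interzone and 20113 in phalange. Limited to peaks with a q of at most 0.001, there were 21703 strongly-active regions in interzone and 21365 in phalange.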

Using this approach, we identified 14,217 strongly-active, 5479 active and 11,913 poised enhancers in the interzone, and 14,224, 6041 and 12,997, respectively, in the phalange (Supplementary Table 3; for their frequency and similar ratios in both samples, see Fig. 3a).

**Figure 2:**
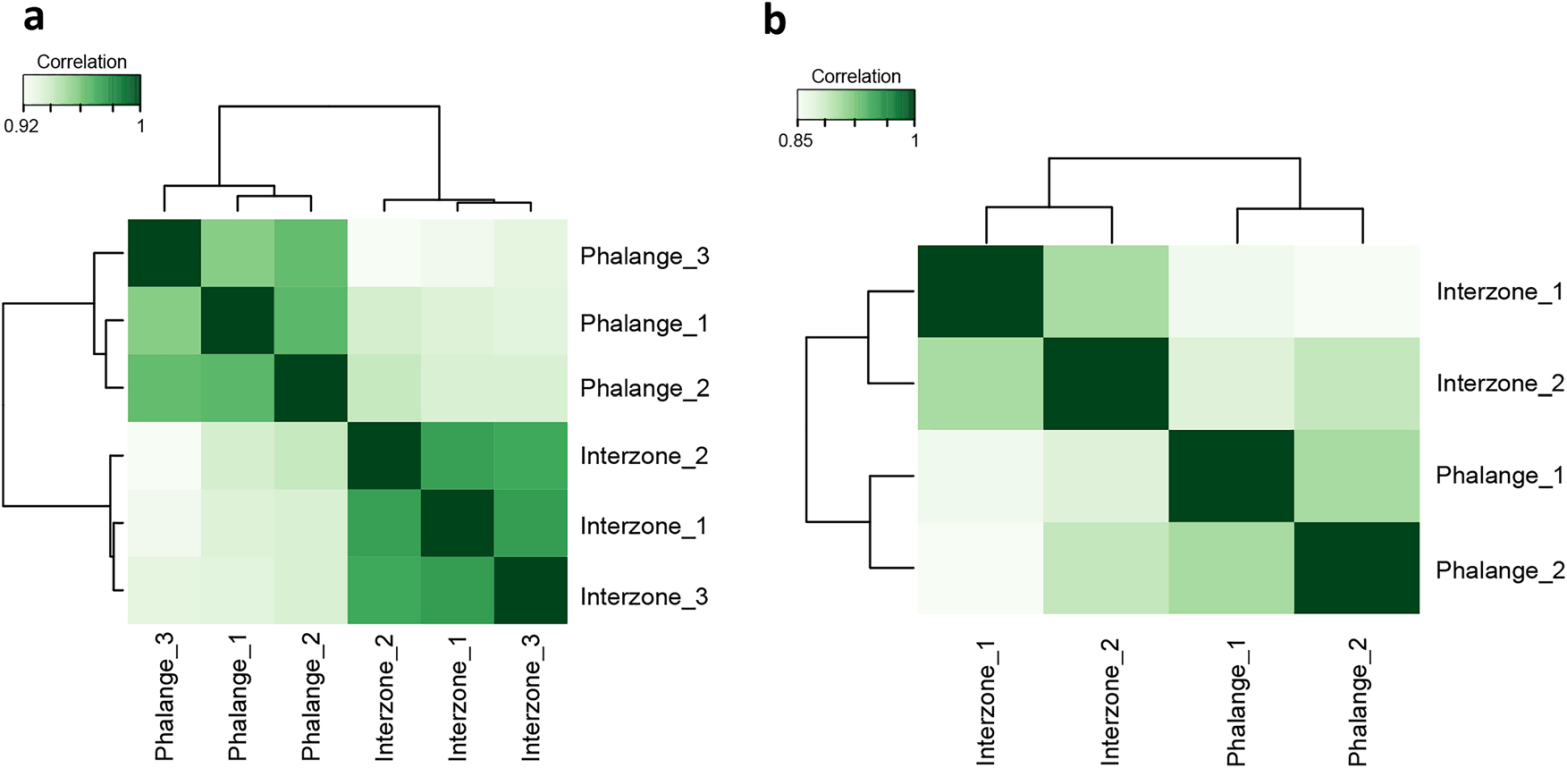
Clustering of genome-wide profiles of histone modifications in prepared interzone and phalange, in particular based on the mapping of H3K27ac and H4K4me1 genomic regions using ChIP-seq. (**a**) Heatmap presenting correlation of interzone and phalange, based on the detection of H3K27ac. (**b**) Heatmap with correlation of interzone and phalange H3Kme1 mapped signatures.

**Figure 3:**
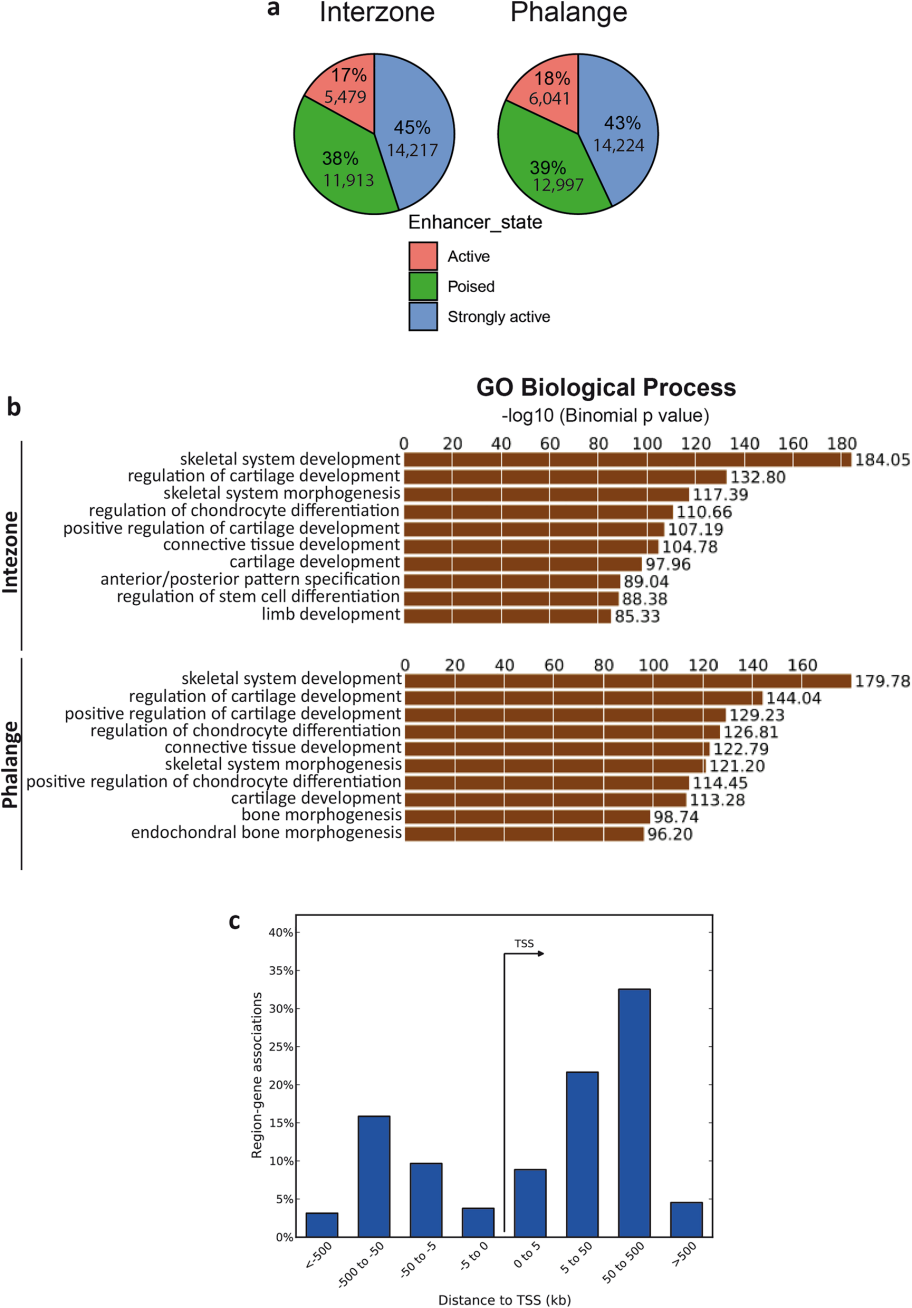
Characterization of the strongly-active CEs. (**a**) Distribution of strongly-active, active and poised candidate enhancers in the interzone and phalange enhancer atlas. (**b**) Biological process GO terms associated with the strongly-active CEs. The functional annotation of CEs was again carried out using GREAT. (**c**) Genomic localization of strongly-active CEs in relation to nearby transcription start site (TSS). The CEs—target gene(s) association and calculation of the distances from the TSS was performed using GREAT.

For functional annotation of these CEs we used GREAT, which extracts gene ontology (GO) terms linked to biological processes^27^. The denoted strongly-active enhancers associated with cartilage and skeletal development (Fig. 3b), whereas active and poised enhancers mostly linked to general cell functions or processes not specific for skeletal development (Supplementary Fig. 5). These results suggest that, among all CEs, only the strongly-active enhancers are associated with genes involved in regulation of processes crucial for limb development. Therefore, we hypothesized that strongly-active enhancers play important role in cell-type specific biological processes.

Association of strongly-active candidate enhancers with cell-lineage specific processes prompted us to focus on strongly-active CEs. These CEs are typically located > 5 kb away from the respective transcription start site (TSS) (Fig. 3c). We could confirm characterized enhancers of well-studied loci (Fig. 4), specifically those expressed in interzone (e.g., *GDF5*)^28^ or chondrocytes (e.g., phalangeal *IHH*, *SOX9, ACAN*)^29–31^. In parallel, and further validating our in silico selection approach, we extended the analysis by using Vista Enhancer Browser dataset^32^, leading to identification of 257 enhancers (Supplementary Table 4), which have been functionally validated during embryogenesis. The enhancers from the Vista Enhancer Browser dataset were tested at E11.5 in mouse. Using our atlas, we showed that these 257 enhancers also present marks of active enhancers at later developmental stage (HH32, an equivalent of E14.5 in mouse) and also present conserved activity in chicken. A majority of them (203/257) have been defined as strongly-active CEs in both interzone and phalange (for illustration of 6 of these, see Supplementary Fig. 6).

**Figure 4:**
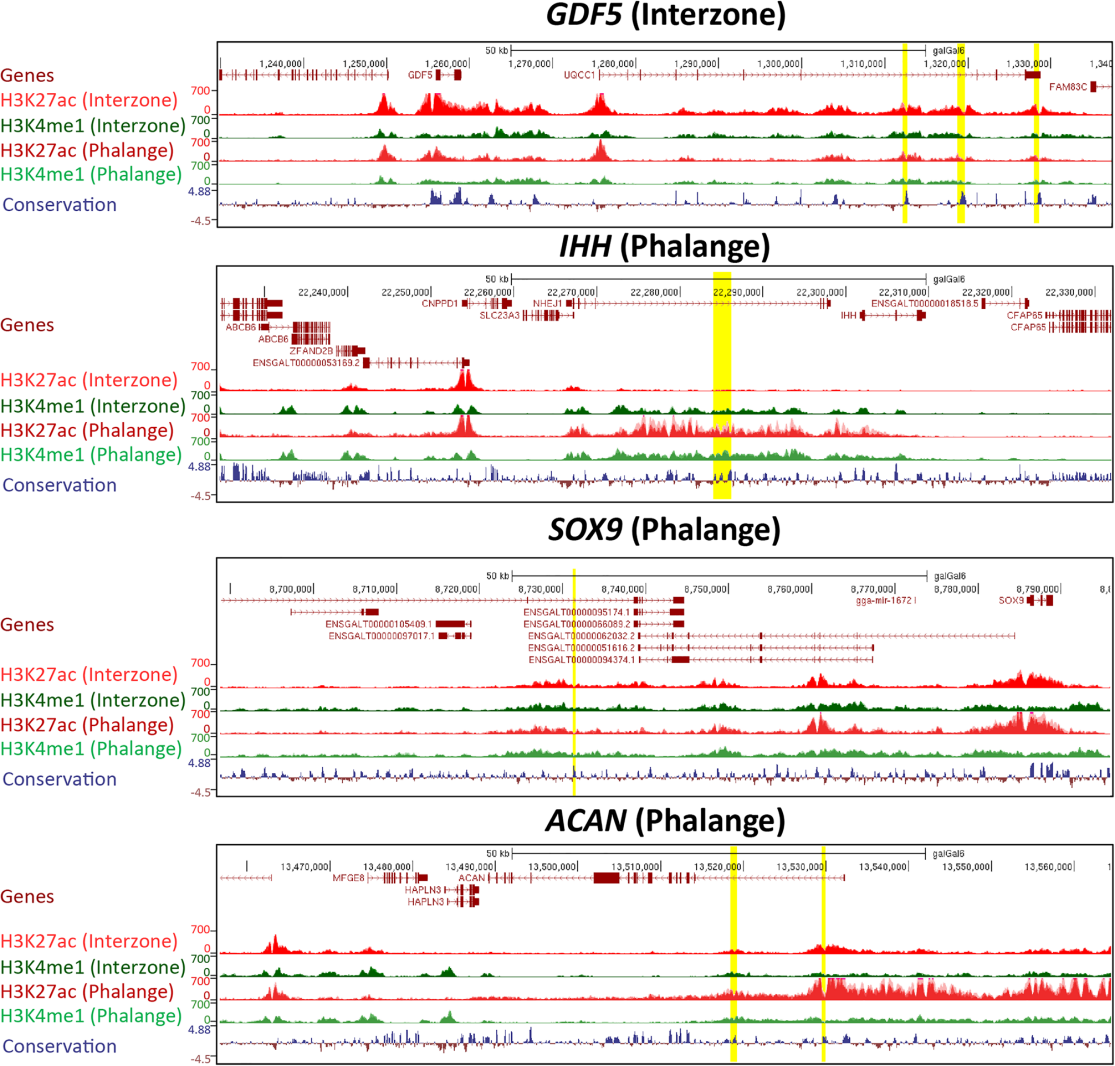
Examples of functionally validated enhancers characterized in the literature. For the typical four loci shown, the H3K27ac enrichment track is marked in red, the H3K4me1 enrichment in green, and the conservation track in blue (together with gene structure information in brown). Regions marked by yellow present functionally validated enhancers described in^28–31^. The same enhancers have been identified as strongly-active enhancers in our Enhancer Atlas.

To further characterize tissue-specific strongly-active CEs in the developing interzone and phalange, we selected the mutually exclusive strongly-active enhancers, yielding 3406 CEs (out of the aforementioned 14,217 in total) unique for interzone and 3407 (out of 14,224) for phalange (Supplementary Table 5, Fig. 5). 

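Among the merged regions, 9526 strongly-active regions of interzone, or 26.2%, did not overlap a strongly-active region of phalange. In phalange this held for 9725, or 26.1%. Of these regions 7367 in interzone and 6211 in phalange overlapped only H3K4me1 peaks of the other tissue, 481 and 602 overlapped an H3K27ac peak of the other tissue, and 1678 and 2912 overlapped none of its peaks. Many of the regions specific to a tissue rested on a single library. The H3K27ac signal was found in only 1 of the 3 replicates for 4329 of the interzone-specific regions (45.4%) and for 4897 of the phalange-specific regions (50.4%). It was found in all 3 replicates for 30.7% and 25.9%, against 67.8% and 61.2% of all strongly-active regions. When the regions of both tissues were rebuilt from peaks present in at least 2 replicates, there were 7488 interzone-specific and 5883 phalange-specific regions, which are not a subset of those above. A stricter definition used the 51381 regions of all 6 H3K27ac libraries together, of which 17455 had a peak in every library. In this set 2616 regions had a peak in all 3 interzone libraries and in no phalange library, and 2212 had a peak in all 3 phalange libraries and in no interzone library.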

GREAT linked many of such interzone-specific CEs to mesenchymal cell differentiation, and regulation of transmembrane receptor protein serine/threonine kinase signaling (Supplementary Fig. 7a, top panel). In contrast, CEs exclusive for phalange retrieved GO terms including chondrocyte differentiation and endochondral bone morphogenesis (Supplementary Fig. 7b, top panel).

**Figure 5:**
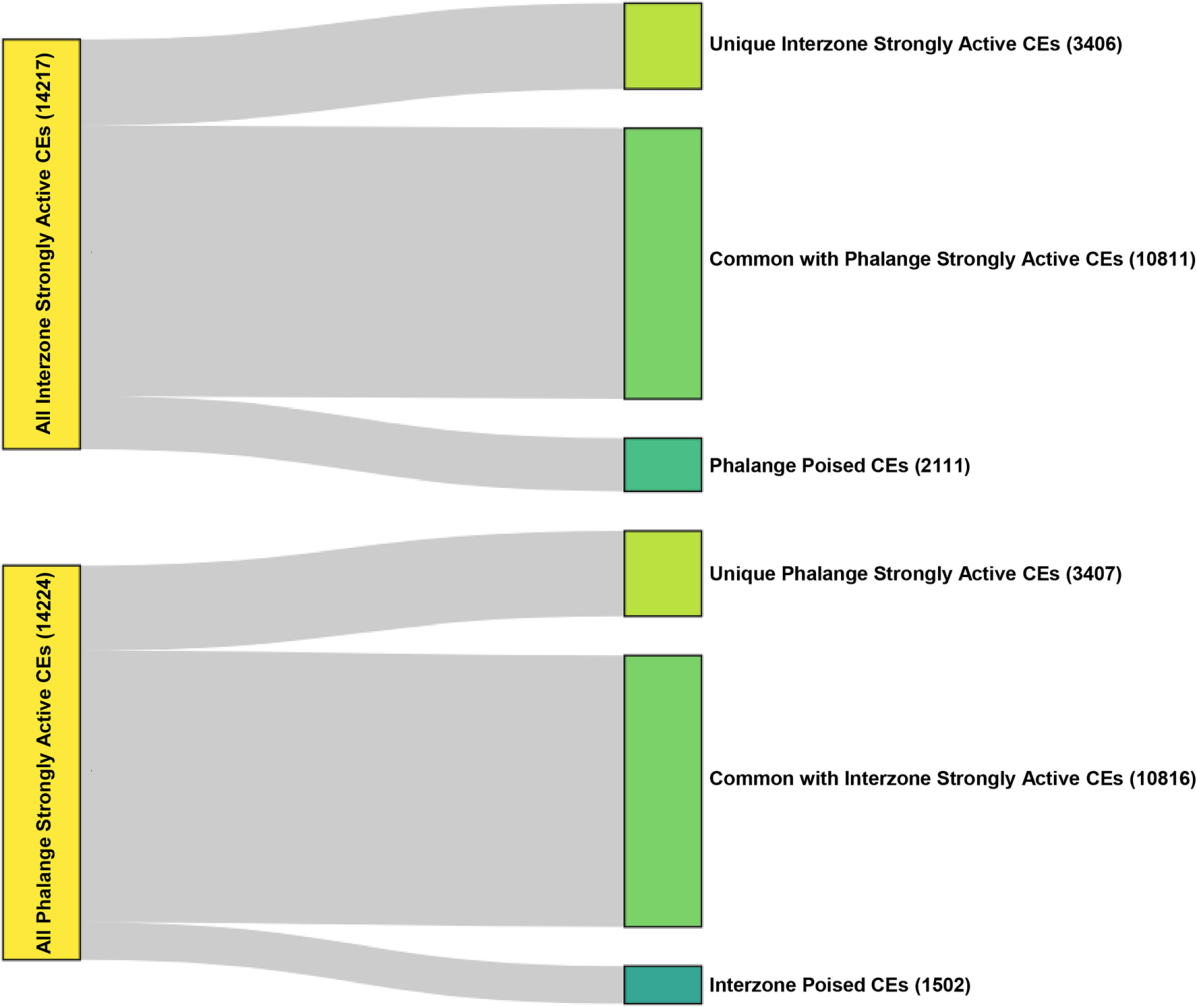
Analysis of unique CEs and CEs with different enhancer states. Visualization of all CEs with a subset of unique CEs and a subset of CEs which change the state between tissues.

Next, we investigated whether the change of enhancer state from strongly-active to poised would be relevant for the regulation of tissue-specific genes. Indeed, 2111 changes occurred with strongly-active CEs (out of the aforementioned identified 14,217 in total) in interzone and were found poised in phalange; in comparison, 1502 changes occurred with strongly-active CEs (out of 14,224 in total) in phalange and were found poised in interzone (Fig. 5; Supplementary Table 6). 

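Of the strongly-active regions of interzone, 5994, or 16.5%, overlapped a poised region of phalange and no H3K27ac region of phalange. Of the strongly-active regions of phalange, 4923, or 13.2%, were poised in interzone in this sense. With each library left out in turn, the first count ranged from 5043 to 7222 and the second from 4138 to 5801. In these settings the tissues have unequal numbers of libraries, so the ranges do not bear on the difference between the counts. When an overlap of at least 0.5 of the shorter region was required, the counts were 5671 and 4587. The difference between the 2 directions was not tested, since each count comes from 1 joined set of peaks per tissue.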

Strikingly, the interzone strongly-active enhancers that are poised in phalange were found to associate with regulation of transmembrane receptor protein serine/threonine kinase signaling (Supplementary Fig. 7a; bottom panel), which is consistent with our functional annotation of interzone-specific CEs. In contrast, phalange strongly-active enhancers that are poised in interzone linked to positive regulation of cartilage differentiation (Supplementary Fig. 7b; bottom panel).

### Transcription factor binding at strongly-active CEs of developing interzone and phalange

Enhancers contain multiple TF binding-sites (TFBSs), involved in enhancer activation. The formation of TFBSs into clusters within enhancer regions allows enhancers to be bound by a set of tissue-specific TFs, and consequently be regulated in a spatio-temporal manner. Therefore, to predict the binding of TFs with function/s in limb development (including synovial joint development), we performed motif enrichment analysis of interzone and phalange strongly-active CEs identified in this study.

The analysis of TFBSs using HOMER^33^ revealed that strongly-active CEs from both tissues are indeed enriched in TFs motifs pivotal for limb development (Supplementary Tables 7 and 8). A majority of identified motifs was common for both interzone and phalange CEs. Importantly, we identified that CEs were enriched in the motif belonging to P300, a co-factor associated with active enhancers. There was also a match to PITX1, a TF crucial for hindlimb identity^34^, as well as a match to *ERG*, a TF involved in synovial joint formation^35^ and OA susceptibility^36^, and to a motif of *HOXD13*, a TF important for phalange formation and disease^37^.

Next, we characterized tissue-specific TFs, which may regulate interzone and phalange CEs and be responsible for establishment of cell identity. For this purpose, we performed motif enrichment analysis using mutually exclusive strongly-active enhancers CEs specific for interzone and phalange (Supplementary Tables 9 and 10). For instance, we identified that phalange-specific CEs contain exclusively enrichment of *RUNX2* motifs in comparison to interzone-unique CEs. 

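The log2FC of *RUNX2* was -2.50 for interzone over phalange on the scale of log2(normalized count + 1), with a standard error of 0.22 and an adjusted p of 0.0225 by limma, the smallest of all tested genes. The 3 phalange libraries all lay above the 3 interzone libraries (two-sided exact permutation test, p = 0.1). With each library left out in turn, the log2FC stayed between -2.68 and -2.41, and the adjusted p by limma ranged from 0.0338 to 0.230, so that *RUNX2* passed the threshold only without phalange 1. The edgeR quasi-likelihood test gave an adjusted p of 0.0429 and DESeq2 on all genes 4.5e-23, the lower end of the range over all alternatives, which reached up to 0.230.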

Importantly, *RUNX2* was identified as differentially expressed gene (log2FC = 2.5; p.adj = 4.5e^−23^) in our interzone and phalange RNA-seq datasets (Fig. 1b). Collectively, the motif analysis showed that identified CEs are enriched in the motifs of TFs, which are important for development of synovial joint and phalange, as well as matching with our RNA-seq data also.

### Integrative analysis of DEGs and CEs

To investigate if there was a correlation between gene transcription and CEs, we superimposed our RNA-seq and ChIP-seq data. Pathway enrichment analysis of DEGs showed that genes upregulated in interzone again linked to transmembrane receptor protein serine/threonine kinase signaling (Fig. 6a), in line with our preceding annotation of interzone-exclusive CEs (see above). In particular *RASL11B*, *LTBP1*, *TGFB2*, *GDF5*, *FSTL1*, *BMP2*, *DACT2*, *CCN3*, *BMP6*, *CILP*, *INHBB* and *BMPR2* were found upregulated in interzone as compared to phalange (Fig. 6b). Similarly, analysis of genes upregulated in phalange linked these to chondrocyte differentiation and also endochondral bone morphogenesis (Fig. 6c), which is consistent with functional annotation of phalange-specific CEs. 

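All 12 genes had higher normalized counts in every interzone library than in every phalange library, and their log2FC ranged from 0.91 for *LTBP1* to 8.10 for *INHBB*. By limma none had an adjusted p under 0.05 over all genes, and by DESeq2 on all genes, with a setting chosen after the data were seen, all had. *CCN3* had 696 ± 251 normalized counts (SD, n = 3 libraries) in interzone and 79.3 ± 18.6 (SD, n = 3) in phalange, a log2FC of 3.07 (standard error 0.44, adjusted p = 0.0997 by limma). *FSTL1* had 29011 ± 12328 (SD, n = 3) against 10213 ± 2669 (SD, n = 3), a log2FC of 1.43 (standard error 0.36, adjusted p = 0.454 by limma). *RASL11B* had 9791 ± 5148 (SD, n = 3) against 3596 ± 597.0 (SD, n = 3), a log2FC of 1.31 (standard error 0.36, adjusted p = 0.499 by limma). *CILP* and *BMP6* were low. *CILP* had 171 reads over the 3 interzone libraries and 0 in phalange, at least 54.3-fold higher for counting error alone. *BMP6* had 195 reads in interzone and 2 in phalange, a ratio of 92.8 (95% Clopper-Pearson interval 25.4 to 772). This ratio depends on single libraries, as 111 of the interzone reads were in interzone 2 and the 2 phalange reads were both in phalange 2. The fitted log2FC of *CILP* and *BMP6*, 5.66 and 5.26, depend on the pseudocount. That of *INHBB*, with 3 reads in phalange, does so too, at 8.84 with a pseudocount of 0.5 and 5.35 with one of 10. The paper states that the pathway enriched among genes higher in interzone is the one found for interzone-specific CEs.

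**Figure D3:**
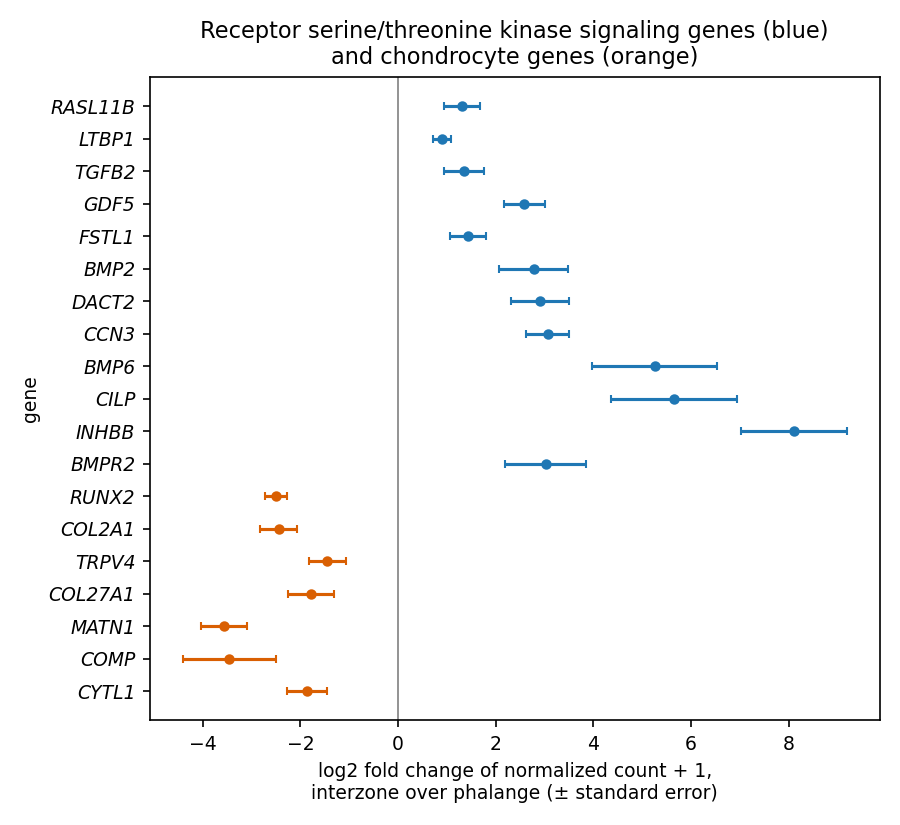
Fold changes (log2, interzone over phalange, of normalized count + 1) of 12 genes of receptor serine/threonine kinase signaling (blue) and 7 genes of chondrocyte differentiation and endochondral bone morphogenesis (orange), with the standard error of limma as bars (3 libraries per tissue). The blue points lie between 0.91 and 8.10 and the orange points between -3.56 and -1.45. The points of *INHBB*, the highest, and of *CILP* and *BMP6* depend on the pseudocount.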

The genes involved it these two latter processes are *RUNX2*, *COL2A1*, *TRPV4*, *COL27A1*, *MATN1*, *COMP* and *CYTL1* (Fig. 6d).

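These 7 genes had higher normalized counts in every phalange library than in every interzone library. *CYTL1* had 35062 ± 7242 normalized counts (SD, n = 3 libraries) in phalange and 10924 ± 7258 (SD, n = 3) in interzone, a log2FC of -1.86 (standard error 0.41, adjusted p = 0.296 by limma). *TRPV4* had 1218 ± 173 (SD, n = 3) against 478 ± 204 (SD, n = 3), a log2FC of -1.45 (standard error 0.38, adjusted p = 0.477 by limma). The levels of *COL27A1* were 699 ± 289 (SD, n = 3) and 208 ± 99.9 (SD, n = 3), with a log2FC of -1.78 (standard error 0.47, adjusted p = 0.495 by limma). *COMP* had 475 ± 402 (SD, n = 3) and 47.6 ± 35.8 (SD, n = 3), with a log2FC of -3.45 (standard error 0.95, adjusted p = 0.499 by limma). Of the 7 genes only *RUNX2* passed the threshold of limma over all genes. DESeq2 on all genes gave adjusted p of 0.0128 for *CYTL1*, 0.0485 for *TRPV4*, 0.0352 for *COL27A1* and 0.0126 for *COMP*. On the 11928 filtered genes DESeq2 gave 0.0510 for *TRPV4*. The highest adjusted p among the alternatives was 0.845 for *CYTL1*, 1 for *TRPV4*, 0.999 for *COL27A1* and 0.983 for *COMP*. The alternatives include a DESeq2 test against a log2FC of 0.5, which does not ask whether there is any change. For *TRPV4* the limma fits without 1 library gave at most 0.984.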

**Figure 6:**
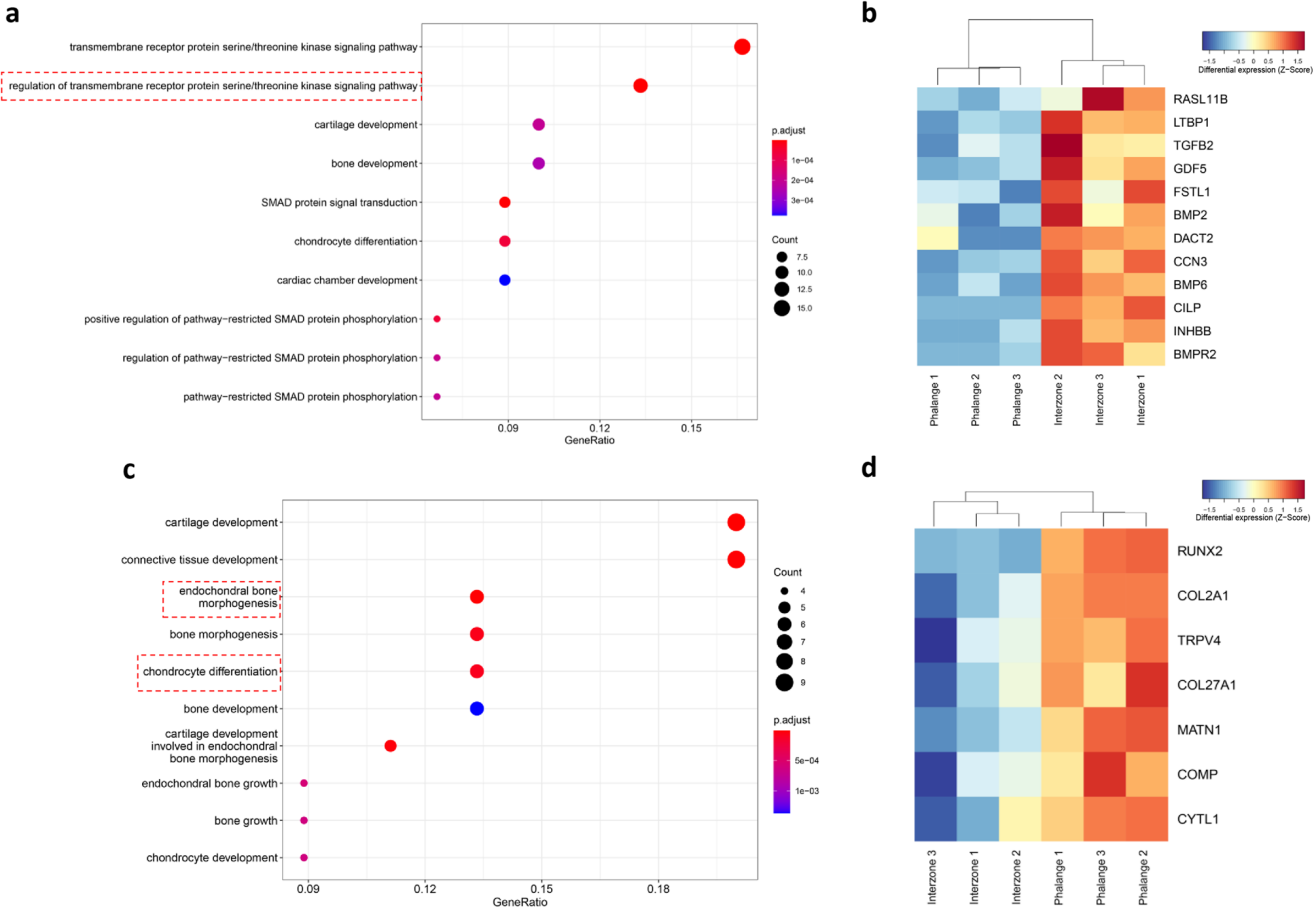
Analysis of the DEGs. (**a**) Pathway enrichment analysis of genes significantly upregulated in interzone as compared to phalange. Color of the dot presents p.adj; size of the dot marks the number of genes involved in the pathway. The red rectangle marks pathway shown as enriched in the analysis of interzone-specific CEs as well as DEGs. (**b**) Heatmap presenting the differences in expression level of genes involved in the pathway: regulation of transmembrane receptor protein serine/threonine kinase signaling. (**c**) Pathway enrichment analysis of phalange upregulated DEGs. The red rectangle highlights pathways identified as enriched in for phalange specific CEs as well as DEGs. Color and size of the dot are as described above. (**d**) Heatmap presenting the expression level between interzone and phalange for genes involved in the pathways: endochondral bone morphogenesis and chondrocyte differentiation, respectively.

Next, in order to identify the CEs that control DEGs upregulated in interzone, the *cis*-regulatory landscapes were characterized by annotation of the TADs encompassing such genes. For this purpose, we used available chicken fibroblast Hi-C data^38^. Next, we extracted CEs located within these TADs, and associated them with DEGs. The CEs were mapped to all DEGs located within the same TAD. Therefore, a CE can be associated with more than one gene, which is in line with studies showing that enhancers can indeed regulate more than one target gene. If the DEGs were located within the region not annotated by any TAD (TADs do not cover the entire chicken genome, as shown by Fishman and co-workers^38^), we associated CEs located ± 1 Mb from the TSS. Using this approach, we identified 486 interzone-specific CEs (Supplementary Table 11; examples of enhancer analysis are given in Fig. 7a).

**Figure 7:**
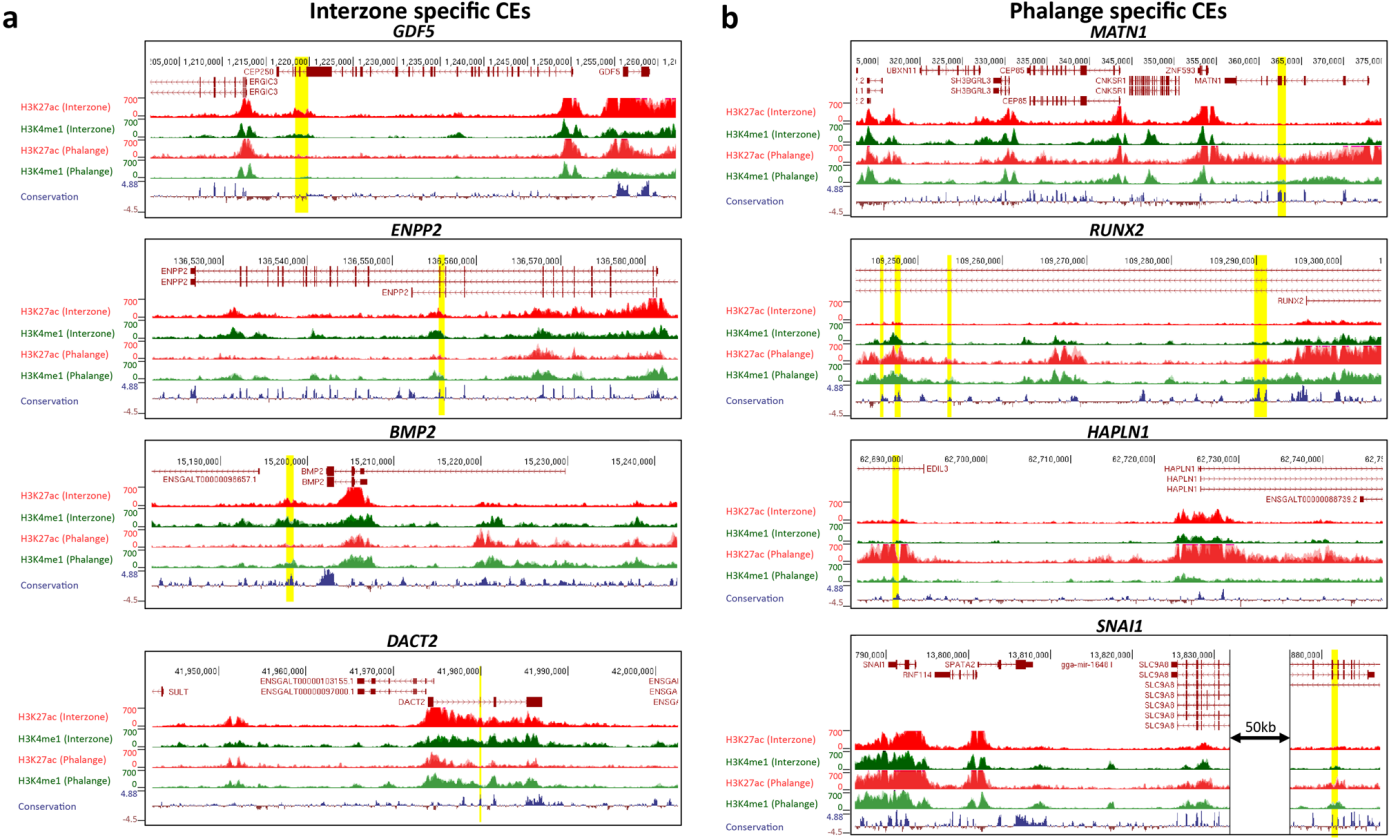
Examples of interzone/phalange-specific CEs that are associated with DEGs. (**a**) CEs associated with selected DEGs upregulated in interzone, for 4 typical loci. As in Fig. 4, the H3K27ac and H3K4me1 enrichment tracks are given in red and green, respectively. The conservation track is marked by blue/brown, and regions marked by yellow present CEs. (**b**) CEs associated with selected DEGs upregulated in phalange, again for 4 typical loci.

We then performed the same analysis for phalange-upregulated DEGs. This resulted in identification of 333 phalange-specific CEs (Supplementary Table 12; with examples given in Fig. 7b). Collectively, the integrative analysis of transcriptome data with CEs assignment, and considering interzone vs. phalange signatures, showed that the DEGs involved in cell type-specific processes are regulated by cell-specific CEs.

### CEs regulate skeletal malformation and disease-relevant genes, and are associated with a higher risk of OA

Mutations in genes and CEs have been linked to various limb malformations and skeletal defects^21,23–25^. We applied two types of analysis to screen for CEs that link to molecular etiology of limb disorders in general. First, we assigned our strongly-active CEs to the proximal genes (including relevant respective marker genes and DEGs), and tested whether these genes have previously been associated with limb phenotypes, either in patients (including in syndromes) or mouse models. Analysis of interzone/phalange specific strongly-active CEs showed that these are indeed involved in the regulation of genes linked to joint and phalange abnormalities (Supplementary Table 13a–o).

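Supplementary Tables 13a-c list 593 distinct interzone-specific CEs and Supplementary Tables 13d-j list 460 distinct phalange-specific CEs, and Supplementary Tables 13k-o were not used here. They were set against the deposited peaks of each library, with an overlap of at least 1 base. Peaks of both marks were found in interzone for 539 of the interzone-specific CEs (90.9%), and in phalange for 419 of the phalange-specific CEs (91.1%). Of the interzone-specific CEs, 210 had an H3K27ac peak in all 3 interzone libraries, and of the phalange-specific CEs, 182 had one in all 3 phalange libraries. An H3K27ac peak of the other tissue overlapped 76 interzone-specific CEs, or 12.8% (95% Clopper-Pearson interval 10.2 to 15.8), and 81 phalange-specific CEs, or 17.6% (interval 14.2 to 21.4). Peaks of both marks in the other tissue overlapped only 6 and 3 CEs. H3K4me1 without H3K27ac in the other tissue was found at 372 interzone-specific and 212 phalange-specific CEs, and no peak of the other tissue at 145 and 167. With only the peaks of a q of at most 0.001, both marks in the own tissue were left at 187 and 173 CEs.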

The interzone-specific, strongly-active CEs particularly associate with defective joint mobility in humans (Fig. 8a). For instance, we identified such putative enhancers of *OTX2* and *TGFB2*, which are genes that have been linked to joint laxity (OMIM #610125 and #614816, respectively); candidate CEs of *FLNB*, a gene associated with joint dislocation and carpal fusion (OMIM #150250 and #272460, respectively); we also predicted enhancers of *COL5A1*, a gene linked to joint hypermobility (OMIM #130000) (Supplementary Table 13a). 

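Supplementary Table 13 assigns 1 interzone-specific CE to *OTX2*, 3 to *TGFB2* and 3 to *COL5A1*. Coordinates are those of the table, on the *Gallus gallus* 6.0 genome, and the longest CE of each gene is described. Of the 3 CEs of each of *TGFB2* and *COL5A1*, 1 had H3K27ac in all 3 interzone libraries and 1 overlapped an H3K27ac peak of phalange, and for *TGFB2* 1 CE had both marks in phalange. The CE of *OTX2*, on chromosome 8 from 27613697 to 27614155, overlapped an H3K27ac peak in interzone 1, 2 and 3, with folds at or above those of 96.7%, 94.7% and 93.0% of the peaks in each list. Of the phalange libraries, 2 also had an H3K27ac peak there, at or above 85.9% of the folds in phalange 2 and 37.7% in phalange 3, and no H3K4me1 peak overlapped this CE in any library. At *TGFB2*, the CE on chromosome 3 from 19433272 to 19434006 had H3K27ac peaks in all 3 interzone libraries and in no phalange library, and H3K4me1 peaks in all 4 libraries. Its highest H3K27ac folds lay at or above 63.4%, 31.3% and 49.5% of those in interzone 1, 2 and 3. The longest CE of *COL5A1*, on chromosome 17 from 7598213 to 7598587, had an H3K27ac peak only in interzone 1, with a fold at or above only 17.2% of the peaks in that list, and H3K4me1 peaks in all 4 libraries.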

In mice the interzone-specific CEs associate with abnormal joint morphology and fused joints (Fig. 8b; see also Supplementary Table 13b,c). Phalange-specific CEs have in humans been linked to aplasia/hypoplasia of the phalanges, short phalanges, and abnormality of the phalanges of the toe (Fig. 8c). For example, we identified putative enhancers of *BMPR1B* and *IHH* (Supplementary Table 13d; both genes are associated with brachydactyly type-A, OMIM #112500), and candidate enhancers of *RUNX2,* a gene linked to cleidocranial dysplasia, with brachydactyly (OMIM #119600) (Supplementary Table 13f). 

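The table assigns 19 phalange-specific CEs to *BMPR1B*, 10 to *IHH* and 15 to *RUNX2*. An H3K27ac peak was present in all 3 phalange libraries at 9 CEs of *BMPR1B*, 9 of *IHH* and 6 of *RUNX2*. No CE of *IHH* or *RUNX2* overlapped an H3K27ac peak in interzone, while 3 CEs of *BMPR1B* did. The longest CE of *IHH*, on chromosome 7 from 22278261 to 22281875, had H3K27ac peaks in every phalange library with folds at or above those of 94.9%, 90.5% and 96.1% of the peaks in each list. It carried H3K4me1 peaks in all 4 libraries of both tissues. At *RUNX2*, the CE on chromosome 3 from 109289762 to 109291276 had peaks of both marks in every phalange library and in no interzone library. Its highest H3K27ac folds lay at or above only 32.3%, 51.2% and 55.7% of those in phalange 1, 2 and 3. The longest CE of *BMPR1B*, on chromosome 4 from 58304452 to 58306091, had both marks in every phalange library, and H3K27ac peaks also in interzone 1 and interzone 2. The normalized count of *BMPR1B* was 2190 ± 632 (SD, n = 3) in phalange and 1445 ± 1236 (SD, n = 3) in interzone. These levels overlapped (log2FC of -0.96, standard error 0.59, adjusted p = 0.897 by limma). *IHH* was not among the gene symbols of the table of normalized counts.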

The phalange-specific CEs have also been linked to abnormal chondrocyte and cartilage morphology, chondrodystrophy, abnormal bone ossification and short limbs in mice (Fig. 8d; see also Supplementary Table 13j–o).

**Figure 8:**
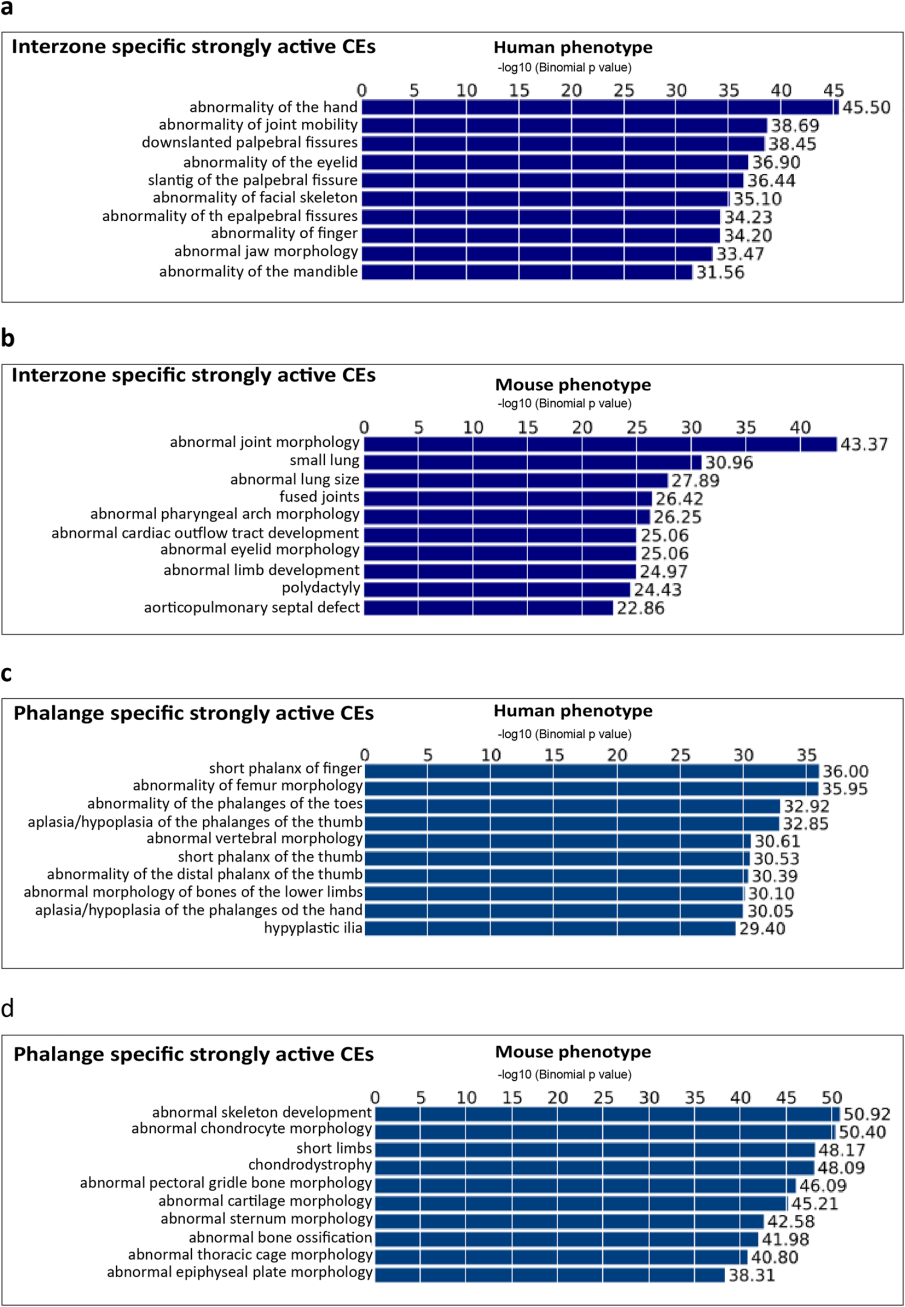
Identified CEs link to synovial joint/phalange disorders. The candidate enhancer regions were assigned to target gene(s) using GREAT, followed by further association with human/mouse phenotypes (for details, see main text). The human (**a**) and mouse phenotypes (**b**) linked to interzone-specific CEs. The human (**c**) and mouse (**d**) phenotypes associated with phalange-specific CEs.

Next, we screened the GWAS catalog (NHGRI-EBI^39^), which resulted in identification of 3263 single-nucleotide polymorphisms (SNPs) within CEs, with 232 of these linking to skeleton-related traits (Supplementary Table 14). For instance, we identified single-nucleotide variations (SNVs) within CEs that have been associated with OA-relevant genes, such as for *ALDH1A2* (rs4775006, P-value 8 × 10^–10^)^40,41^ and *WWP2* (rs34195470, p-value 3 × 10^–13^)^5,42^. Additionally, we identified SNVs associated with increased risk of OA, which are located within CEs that map to *LRIG3* (rs79056043, P-value 1 × 10^–9^), *CRADD* (rs7953280, P-value 5 × 10^–12^) and *ROCR* (rs8067763, P-value 2 × 10^–9^)^5,43^.

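The 232 entries of Supplementary Table 14 lie in 180 distinct CEs. Each of the 180 CEs overlapped peaks of both marks in at least 1 tissue. Both marks were found in interzone for 169 CEs and in phalange for 169, in both tissues for 158, and in only interzone or only phalange for 11 each. An H3K27ac peak was present in all 6 libraries at 134 CEs.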

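The CE that the table assigns to *ALDH1A2*, on chromosome 10 from 7621678 to 7622007 of the *Gallus gallus* 6.0 genome, overlapped an H3K27ac peak in interzone 1 and interzone 2, with folds at or above those of 69.1% and 60.1% of the peaks in each list. It had none in interzone 3 or in phalange. H3K4me1 peaks were found there in both interzone libraries and in phalange 1. The CE of *WWP2*, on chromosome 11 from 19063973 to 19065789, had peaks in all 10 libraries. Its H3K27ac folds lay at or above those of 99.6%, 99.7% and 99.9% of the peaks in phalange 1, 2 and 3, and at or above 95.4%, 96.8% and 94.3% in interzone 1, 2 and 3. In the RNA-seq libraries neither gene differed between the tissues beyond the spread of replicates. *ALDH1A2* had 847 ± 106 normalized counts (SD, n = 3) in interzone and 983 ± 678 (SD, n = 3) in phalange, a log2FC of 0.05 (standard error 0.50, adjusted p = 1.00 by limma), whose sign changed to -0.23 with edgeR and -0.21 with DESeq2. *WWP2* had 7936 ± 4234 (SD, n = 3) and 10288 ± 2104 (SD, n = 3), a log2FC of -0.50 (standard error 0.37, adjusted p = 0.926 by limma).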

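The CEs of *LRIG3*, on chromosome 1 from 31865181 to 31866246, and of *CRADD*, on chromosome 1 from 44961826 to 44962097, overlapped a peak in all 10 libraries. The CE of *ROCR*, on chromosome 18 from 8755657 to 8758075, overlapped H3K4me1 peaks in all 4 libraries and H3K27ac peaks in every library except interzone 3. Its H3K27ac fold was at or above that of 90.2% of the peaks in phalange 3 and 26.4% in phalange 1. *LRIG3* had 1499 ± 756 normalized counts (SD, n = 3) in interzone and 1322 ± 356 (SD, n = 3) in phalange. The log2FC of *CRADD* was -0.35 (standard error 0.40, adjusted p = 0.964 by limma). The levels of both genes overlapped between the tissues.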

We then checked whether the SNPs located in CEs may affect the TF motifs. For this, we used the motifbreakR package, which provides scores for each SNP, both for reference and alternative allele, indicating the importance of the studied TF motifs^44^. The bigger the difference between these two alleles, the stronger motifbreakR predicts a variant effect on the analyzed TF motif. Scores below 0.4 are marked as neutral, < 0.7 as weak, and > 0.7 as strong. Using motifbreakR, we annotated 75% of SNPs located in CEs, out of which three-quarters are predicted to have at least one strong effect on any TF binding motif (Supplementary Tables 15 and 16). Similar proportions were observed among variants related to skeletal traits. For example, rs34195470, associated with *WWP2*, may affect *TAL1* and *SRY* binding motifs (Supplementary Fig. 8). rs4775006 linked to *ALDH1A2* may damage the binding site in *VDR* (Supplementary Fig. 9). Also, rs8067763 associated with *ROCR*, may disrupt the *MECOM* motif (Supplementary Fig. 10). Altogether, the analysis of the tissue-specific CEs showed the association with either synovial joint or phalange congenital abnormalities, which affect their function, as well as the identified CEs of genes relevant to joint degenerative disorders, in particular OA.

## Discussion

Transcriptome analysis of joint interzone gained attention in recent years^14,18,45^, but unlike in other fields, relatively little is known about the *cis*-regulatory elements involved in the establishment of interzone during limb development. Here, we carried out an integrative analysis of transcriptomic and epigenetic data, and subsequently generated a ChIP-seq based CE atlas, for separated interzone and phalange, respectively. For this, we optimized a fast-dissection protocol for careful collection of joint interzone samples. 

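With each library left out in turn, the log2FC of *GDF5* stayed between 2.08 and 3.00, that of *ENPP2* between 2.86 and 4.83 and that of *ERG* between 1.34 and 1.77. The adjusted p of limma in these fits was at least 0.123 for *GDF5*, 0.135 for *ENPP2* and 0.150 for *ERG*, so that none of the fits brought these genes under 0.05. All 3 genes kept the direction of interzone over phalange in each of these fits.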

Using both RNA-seq and validation RT-qPCR with selected markers, we showed that such collected interzones have significantly higher expression of *GDF5*, *ENPP2* and *ERG* as compared to adjacent phalange. At the same time, we validated the dissection protocol for collecting interzone cells, for using these in genome-wide experiments that require high numbers of input cells. This optimization of sample collection and separation permitted for the identification of CEs, and correlation of the latter with digit/joint formation.

Functional annotation of the CEs illustrates that strongly-active CE regions enriched in both H3K27ac and H3K4me1 are associated with genes important for cartilage/skeletal development, unlike the CEs enriched in one of the two H3 marks only. Also, Cheung et al.^46^ using differentiated chondrocytes showed that strongly-active CEs identified by ChromHMM are liked to genes pivotal for regulation of the cell-type specific processes, like during chondrogenesis and in cartilage function. In contrast and similarly to our findings, active and poised CEs from differentiated chondrocytes have been associated with more general GO terms. The H3 signature determinations, just as often used extra ATAC-seq or DNase-seq results, likely still miss CEs in general or CEs that are active in the respective cells during earlier of later stages of joint interzone formation. However, to our knowledge this is the first time H3-signatures for these difficult-to-get cell populations in the joint interzone are obtained and provide an important starting point for subsequent studies in the field.

Analysis of TF motifs located in strongly-active CEs shows that these regions are enriched in motifs crucial for both synovial joint and phalange development. Moreover, these CEs are enriched for the PITX1 motif, a TF broadly associated with limb enhancers and involved in establishment of hindlimb identity^34^. Therefore, these CEs might play role in establishment of the hindlimb identity. We also identify CEs unique for interzone/phalange linked to specific biological processes, which correlate with the pathway enrichment analysis of DEGs.

One of the pathways enriched in upregulated genes and CEs in interzones is transmembrane receptor protein serine/threonine kinase signaling, i.e. TGFβ/BMP family signaling. This signaling system has been well-characterized in the process of chondrogenic differentiation^47–50^, but is still not well characterized in joint interzones. Suppression of BMP activity in the interzone region is essential for normal joint development^11,51^. In contrast, *GDF5* is expressed at high level in the interzone region, and *GDF5-null* mutations result in joint defects^52^. In our study we confirm in an alternative way previously described enhancers of *GDF5*, and identify novel CEs of *GDF5*. 

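The normalized count of *BMP2* was 1631, 4546 and 648 in interzone 1, 2 and 3, and 476, 128 and 240.3 in phalange 1, 2 and 3. Its log2FC was 2.78 (standard error 0.70, adjusted p = 0.454 by limma), and DESeq2 on all genes gave an adjusted p of 0.00158, within a range from 0.000454 to 0.983 over all alternatives. The spread within interzone, from 648 to 4546, was wider than the gap between the lowest interzone library and the highest phalange library.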

Another example of a BMP-upregulated gene in the interzone region, consistent with reported in situ RNA-hybridization, is *BMP2*^53^. *BMP2* is involved in joint maturation; its genetic inactivation in synovial joint forming cells results in changes in extracellular matrix and also shape of the meniscus^54^. Interestingly, within the genomic regulatory landscape of *BMP2*, we identified several CEs likely to be active in the interzone, but this will require further investigation. We also documented a change of enhancer state between strongly-active and poised enhancers, which enabled us to identify CEs associated with unique biological processes. Some of these processes correlate with analysis of interzone/phalange-specific CEs and pathway enrichment analysis of certain DEGs.

When considering changes in gene expression causal for limb malformation, it becomes necessary to also include studies of enhancers, which may drive misexpression of disease-causing genes. We show that many CEs associate with genes important for normal development as well as etiology of both synovial joints and phalanges. For instance, in our study we identified CEs of *GDF5* (as shown by Chen and co-workers^28^) to be active in the interzone region. Mutations in *GDF5* lead to joint malformations, and in a genomic region encompassing *GDF5* these experimentally tested enhancers have been linked to higher risk of OA^28,55–57^. We also characterized interzone-specific CEs of the *BMP2* locus. Importantly, *BMP2* conditional knock-out mice develop progressive OA in the knees^54^. Another set of gene-linked enhancers in joint abnormalities are CEs for *FSTL1*, associated with rheumatoid arthritis^58^. We also identified CEs linked to genes (e.g., *OTX2*, *TGFB2*, *COL5A1*) associated with defects in joint mobility.

We used the GWAS catalog NHGRI-EBI to identify SNVs located within CEs and that are associated with higher risk of OA. This yields CEs linked to the genes previously described in OA, such as *ALDH1A2* and *WWP2*. Next, we showed that SNPs located in these CEs disrupts binding motifs for TFs. In addition to interzone CEs, we also characterized several phalange CEs linked to the genes important in chondrocyte-related disorders. For instance, we identified CEs associated with *RUNX2* and *IHH*, both (also) pivotal genes in the molecular etiology of limb malformation, including brachydactyly^59,60^. Altogether, this illustrates that our CE atlas provides information on association of CEs with already existing gene-to-disease correlations. This will be helpful in studies of possible variations in genomic regions in patients without mutations in the protein-coding genes.

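*BMPR2* was counted at a low level, with 49, 135 and 118 reads in interzone 1, 2 and 3 and 9, 9 and 12 reads in phalange 1, 2 and 3. The normalized counts were 98.1 ± 49.1 (SD, n = 3) in interzone and 9.97 ± 1.33 (SD, n = 3) in phalange. The log2FC of 3.03 (standard error 0.83) had an adjusted p of 0.499 by limma and of 0.00364 by DESeq2 on all genes, with a range from 0.00364 to 0.868 over all alternatives.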

We also discovered that *BMPR2* was co-expressed with *GDF5* in interzones. Therefore, it is possible that BMP signaling in the interzone region is prevented at the intracellular level, or BMP ligands play a dual function, which is mutually exclusive in the interzone cells and chondrocytes. Both *GDF5* and *BMPR2* are upregulated in chondrocyte dedifferentiation in vitro^61^, which may support the hypothesis that interzone originates from de-differentiated chondrocytes^9^.

WNT signaling is crucial in the formation of joint interzone. 

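The normalized count of *DACT2* was 818, 1166 and 941 in interzone 1, 2 and 3, and 363, 74.5 and 75.6 in phalange 1, 2 and 3. The log2FC was 2.91 (standard error 0.60, adjusted p = 0.249 by limma). Its adjusted p by DESeq2 on all genes was 0.00770, and over all alternatives it ranged from 0.00594 to 0.815. Without phalange 1, the phalange library with the highest level, the log2FC was 3.67 and the gene passed the threshold of limma with an adjusted p of 0.0338.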

We confirmed that *DACT2* (encoding an intracellular WNT beta-catenin dependent pathway inhibitor) was significantly upregulated in interzone as compared to phalange, consistent with reported in situ RNA-hybridization^62^. This shows again the complexity of WNT signaling regulation during joint formation. Within the genomic regulatory landscape of *DACT2* we identify several CEs that are likely active in the interzone. However, the more detailed characterization of these *DACT2* enhancers requires additional studies.

Our work identified several genes from the TGFβ family ligands or other system components upregulated in interzone, for instance *TGFB2*, *LTBP1* and *INHBB.* Several studies showed antagonistic action of TGFβ/Activin-Nodal pathways on BMP signaling in several cell types^63,64^. Therefore, it is tempting to hypothesize that the upregulation of TGFβ family system components in interzone may have effects on attenuation and/or inhibition of BMP signaling within prospective sites of synovial joint formation.

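*TGFB2* had 5181 ± 3289 normalized counts (SD, n = 3 libraries) in interzone and 1844 ± 503 (SD, n = 3) in phalange, with a log2FC of 1.35 (standard error 0.40, adjusted p = 0.519 by limma, and 0.0496 by DESeq2 on all genes). *LTBP1* had 6141 ± 1054 (SD, n = 3) and 3252 ± 282 (SD, n = 3), and its adjusted p was 0.249 by limma and 0.00184 by DESeq2 on all genes. Over all alternatives the adjusted p of these genes ranged from 0.0297 to 1 and from 0.00184 to 1. The alternatives include a DESeq2 test against a log2FC of 0.5, which does not ask whether there is any change. In the limma fits without 1 library the adjusted p was at most 0.888 for *TGFB2* and 0.630 for *LTBP1*. *INHBB* was read 362, 1305 and 195 times in interzone 1, 2 and 3 and 3 times in phalange, all in phalange 3. Its ratio of interzone to phalange was 591 (95% Clopper-Pearson interval 202 to 2868, for counting error only), and the adjusted p was 0.0695 by limma.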

## Materials and methods

### Tissue collection

All vertebrate animal experiments (with chick early embryos) were carried out in accordance with the relevant guidelines as applied and approved by the Ethical Committee at the Medical University in Lublin, where this work was performed, and also comply with the European regulations (directive 2010/63/EU). The tissue collection was performed on the chicken embryos until 7.5 days post fertilization which is exempt from the Ethical Committee Approval. Chick White Leghorn embryonated eggs were incubated at 38.5 °C in fixed humidity for 7.5 days, followed by evaluation of developmental stage based on the Hamilton Hamburger classification (HH), using a Zeiss Stereo Discovery V8 microscope equipped with 0.63 × Plan Apo S Objective Lens. Selected embryos at HH32 were sacrificed for tissue microdissection. The joint interzones and adjacent phalange samples were microdissected from hindlimb digit-3 using Dumont No.5 forceps (tip dimensions: 0.005 × 0.025 mm).

### RNA extraction

Total RNA was extracted and prepared using Syngen Tissue RNA Kit followed by DNA digestion with QIAGEN RNase-free DNase Set. The RNA quality was validated on 1% agarose gel (for RT-qPCR) or on Agilent 2100 Bioanalyzer system with RNA 6000 Nano Assay (for RNA-seq). All latter samples had a RIN value > 9.0.

### RT-qPCR

Three independently extracted RNAs from both interzone and phalange were reverse transcribed to cDNA using Invitrogen™ SuperScript™ IV Reverse Transcriptase and Oligo(dT) primer. The qPCR was performed using PowerUp™ SYBR™ Green Master Mix II on LightCycler® 480 Instrument II. Gene expression was normalized to expression of *GAPDH*. Statistics were computed using Mann–Whitney–Wilcoxon Test. The list of used primers is given in Supplementary Table 17.

### RNA-seq library preparation

The RNA-seq libraries were prepared as previously described^65^. The 6 samples (3 of interzone, 3 of phalange biological replicates) were prepared with the Smart-seq2 method. In brief, poly(A)-RNA was reverse transcribed using oligo(dT) primers. Template switching by reverse transcriptase was achieved by using a LNA-containing TSO oligonucleotide. The reverse-transcribed cDNA was pre-amplified with primers for 18 cycles, followed by clean-up. Tagmentation was performed on 500 pg of the pre-amplified cDNA with Tn5 followed by gap repair. The tagmented library was extended with Illumina adaptor sequences by PCR for 14 cycles and purified. The resulting sequencing library was measured on Bioanalyzer and equimolar amounts loaded onto a flowcell and sequenced according to the Illumina TruSeq v3 protocol on the HiSeq2500, with a single- read 50 bp and dual 9 bp indices.

### RNA-seq data analysis

The fastq files were checked for quality using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) followed by removal of adapters using Trimmomatic^66^. Further, reads were mapped to the *Gallus gallus* 6.0 reference genome using STAR with default parameters^67^. Gene expression values were called using featureCounts with Ensemble release 104 annotation^68^. The differential data analysis has been performed with DEseq2^69^, and heatmaps have been created in R environment for statistical computing. The expression of DEGs were compared to aviable scRNAseq data from Bian et al.^18^, using the web application: cahanlab.org/resources/joint_ontogeny.

### Chromatin-immunoprecipitation (ChIP)

For each sample, either 100 interzones or phalanges were dissected from the 3rd hindlimb digit and pooled together. Further, tissues were dissociated for 3 h at 37 °C using 2.4% Collagenase-II (Gibco™) resuspended in DMEM/high-glucose medium containing 10% fetal bovine serum (FBS). Cells were passed through a 40-μm cell strainer (BD Falcon) and then counted using a hemocytometer. 10^6^ cells were cross-linked using 1% formaldehyde at room temperature (RT, 24 °C) for 9 min. Fixation was quenched with ice-cold 0.125 M glycine for 5 min at 4 °C. To remove excess formaldehyde, two rounds of centrifugation of the cells followed by resuspension in ice-cold PBS were carried out. Next, the cell nuclei were isolated using ice-cold nuclei extraction buffer (NEB) containing 10 mM Tris–HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% IGEPAL® CA-630 and complete protease inhibitors (Roche). Subsequently, the nuclei were resuspended in SDS-containing lysis buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA and 1% SDS), and chromatin was sheard obtaining the average size of 150 bp in AFA Fiber Pre-Slit Snap-Cap (130 µl) microtube using a S220 Focused-ultrasonicator.

For ChIP, 500 ng of sonicated chromatin was immunoprecipitated with 7.5 μg of anti-H3K27ac antibody (Active Motif, Cat. No. 39133) or anti-H3K4me1 (61781). Input sample was collected prior to immunoprecipitation reaction. Chromatin pre-cleaning incubation with protein-A and protein-G agarose beads (Millipore) was carried out in immunoprecipitation buffer (50 mM Tris–HCl pH 8.0, 0.15 M NaCl, 1 mM EDTA pH 8.0, 1% Triton X-100 and 0.1% sodium deoxycholate) for 3 h at 4 °C while rotating. In parallel, the antibodies were incubated with previously blocked A- and G-agarose beads (Millipore) also for 3 h at 4 °C, again while rotating.

After pre-cleaning, the chromatin was mixed with the pre-bound antibodies with A- and G-agarose beads and incubated overnight (O/N) at 4 °C, rotating. The next day, multiple rounds of washes of the beads were conducted. Each wash was carried for 10 min at 4 °C while rotating. The beads were washed once with RIPA-150 buffer (50 mM Tris–HCl pH 8.0, 0.15 M NaCl, 1 mM EDTA pH 8.0, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate), twice with RIPA-500 (50 mM Tris–HCl pH8.0, 0.5 M NaCl, 1 mM EDTA pH8.0, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate), once with RIPA-LiCl (50 mM Tris–HCl pH 8.0, 1 mM EDTA pH 8.0, 1% Nonidet-P40, 0.7% sodium deoxycholate, 0.5 M LiCl) and twice in TE buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA pH 8.0). Subsequently, the chromatin was eluted with 200 μl of fresh elution buffer (1% SDS and 0.1 M NaHCO_3_) followed by addition of 100 μl of TE buffer and 25 μl of 5 M NaCl prior to reverse-crosslinking at 65 °C for 16 h. The next day, chromatin was incubated with 2 μl of Proteinase-K (10 mg/ml) for 1 h at 56 °C, and 2 μl of RNaseA (10 mg/ml) for 45 min at 37 °C, and DNA was further purified using QIAquick PCR Purification Kit (QIAGEN). The size distribution of immunoprecipitated fragments was evaluated using Agilent 2100 Bioanalyzer system with High Sensitivity DNA. Additionally, the DNA-concentration of input and immunoprecipitated samples was measured on Qubit 2.0 Fluorometer (Invitrogen).

### ChIP-sequencing

ChIP-seq libraries were generated as previously described^70^. Shortly, libraries were prepared using QIAseq Ultra Low Input Library Kit (QIAGEN, Hilden, Germany). Briefly, DNA was end-repaired, adenosines were added to the 3′ ends of dsDNA and adapters were ligated (adapters from NEB, Ipswich, MA, USA). Following the adapter ligation, uracil was digested by USER enzyme from NEB (Ipswich, MA, USA) in a loop structure of the adapter. Adapters containing DNA fragments were amplified by PCR using NEB starters (Ipswich MA, USA). Library quality evaluation was done with Agilent 2100 Bioanalyzer using the Agilent DNA High Sensitivity chip (Agilent Technologies, Ltd.) Quantification and quality evaluation of obtained samples were done using Nanodrop spectrophotometer (Thermo Scientific, NanoDrop products, Wilmington, USA), Quantus fluorometer (Promega Corporation, Madison, USA) and 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). Mean library size was 300 bp. Libraries were run in the rapid run flow cell and were single-end sequenced (65 bp) on HiSeq 1500 (Illumina, San Diego, CA 92122 USA).

### ChIP-seq data analysis, CEs identification and CE annotation

The quality of raw fastq files were validated using FastQC and adapters were removed using Trimmomatic. Next, reads were mapped to the Gallus gallus 6.0 reference genome using Bowtie 2 with default parameters^71^ and PCR-duplicates were marked and removed using Picard (http://broadinstitute.github.io/picard/). The peaks were called using MACS2 with significance level threshold FDR < 0.05, and normalization to input sample^72^. Further, biological replicates were merged using BEDTools^73^.

The unsupervised clustering of H3K27ac and H3K4me1 peaks was performed using DiffBind (https://bioconductor.org/packages/DiffBind/) with normalized IP samples to input. The experiment-specific lists containing anomalously enriched regions were generated using the GreyListChIP and further removed from datasets.

CEs were identified using in-house script. Briefly, the promoter regions (1 kb ± from TSS) were filtered out from H3K27ac and K3K4me1 dataset and nearby peaks (< 1 kb) were merged with GenomicRanges::reduce(min.gapwidth = 1000)^74^. Further, the conserved CEs were selected using BEDTools intersect followed by merging nearby genomic intervals with GenomicRanges::reduce(min.gapwidth = 1000). The consensus and cell-specific CEs were identified using BEDTools::intersect − f 0.9 − r and BEDTools::intersect − v, respectively. The functional interpretation of CEs was performed using GREAT, with the genomic regions previously lifted to hg38 genome using liftOver (https://genome.ucsc.edu/cgi-bin/hgLiftOver).

Tissue-specific CEs have been mapped to the DEGs using our in-house script. Specifically, we characterized the cis-regulatory landscapes of such genes defined by the borders of TADs. To do this we utilized the annotated TADs from chicken fibroblasts^38^. We identified the CEs located within the TADs encompassing DEGs and further associated them with DEGs. If the gene was located within genomic region not annotated by any TAD we defined cis-regulatory landscape as region ± 1 Mb from the TSS.

The enrichment tracks for H3K4me1 and H3K27ac ChIP-seq data were generated using deepTools^75^. Specifically, bamCoverage with reads per kilobase per million mapped reads (RPKM) per bin normalization was used. The enrichment tracks were visualized by loading to UCSC Genome Browser. The tracks visualized in UCSC Genome Browser were merged for biological replicates using transparent method (https://genome.ucsc.edu/cgi-bin/hgCollection).

### Motif enrichment analysis of CEs

The motif enrichment analysis was preformed using HOMER^33^ tool with function “findMotifsGenome.pl”. The CEs coordinates were adjusted to 1 kb from the center of CE region. The randomly selected regions (1 kb size) from chicken genome as background. A *p* value ≤ 0.01 was considered to select significantly enriched motifs.

### Annotation of CEs to disease-relevant genes, and identification of CEs associated with a higher risk of OA

To annotate CEs to disease-relevant genes and locate SNP within the CEs these genomic regions were lifted to hg38 genome using liftOver. The GREAT was used to associate CEs with genes and retriever human and mouse phenotypes. The GenomicRanges::findOverlaps was used to identify SNPs located within the CEs. To assess whether detected SNPs might damage motifs recognized by Transcription Factors, the motifbreakR tool was used^44^. Output was generated based on: human reference genome hg38, the SNPs were liftover to human reference genome hg38, and dbSNP versioned 155. No upstream filtering was performed except for removing variants with the same rsID. Default settings were used with the maximum p-value for a match to be called or a minimum score threshold set to 10^–4^.

## Supplementary Information

Supplementary Figures.

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The RNA-seq and ChIP-seq data are available under the gene expression omnibus (GEO) Accession Number GSE198819.

# Supplementary material for: Identification of candidate enhancers controlling the transcriptome during the formation of interphalangeal joints
**Source:** Sci Rep. 2022 Jul 27;12:12835. doi: 10.1038/s41598-022-16951-4

## Legends to Supplementary Figures

### **Supplementary Figure 1. Analysis of RNA-seq data from isolated joint interzone and adjacent phalange.**

(a) Principal component analysis (PCA) showing separation of analyzed interzone and phalange biological replicates based on the origin of the tissue. (b) Dispersion plot presenting the relationship between dispersion and gene expression. (c) Heatmap of all differentially expressed genes.

### **Supplementary Figure 2. Analysis of gene expression of DEGs upregulated in phalange using data from a single cell transcriptional atlas of early synovial joint development.**

(a) A UMAP with annotated clusters SC2\_A and SC2\_B. The SC2\_A was characterized by Bian et. al<sup>18</sup> as a cluster containing cells with high expression of chondrocyte markers. The SC2\_B was described as a cluster containing cells with high expression of interzone markers. (b) Analysis of DEGs with significantly higher expression in phalange as compared to interzone.

### **Supplementary Figure 3. Analysis of gene expression of DEG upregulated in interzone using data from a single cell transcriptional atlas of early synovial joint development.**

(a) A UMAP with marked clusters SC2\_A and SC2\_B. The SC2\_A and SC2\_B contain cells as described in the Supplementary Fig. 2. (b) Analysis of DEGs with significantly higher expression in interzone as compared to phalange.

### **Supplementary Figure 4. Analysis of gene expression of DEGs upregulated in either phalange or interzone using data from a single cell transcriptional atlas of early synovial joint development.**

(a) A UMAP with annotated clusters SC1-SC3. The SC2\_A and SC2\_B contain cells marked by the phalange and interzone markers, respectively. (b) Analysis of DEGs upregulated in interzone. (c) Analysis of DEGs upregulated in phalange.

### **Supplementary Figure 5. Functional annotation of the candidate enhancers (CEs) in interzone and phalange.**

The CEs were associated with target genes using GREAT, followed by pathway enrichment analysis. Biological process GO terms associated with active and poised enhancers in interzone and phalange, respectively, are represented.

### **Supplementary Figure 6. Validated active enhancers identified in our CE atlas.**

Examples of experimentally validated enhancers with limb activity (collected in Vista Enhancer Browser). H3K27ac enrichment track is colored in red, the H3K4me1 enrichment in green, and the conservation track in blue. The gene structure information is marked in brown. Regions marked by yellow present functionally validated enhancers. Activity of these enhancers is shown by the  $\beta$ -galactosidase (blue) staining present in embryonic regions.

### **Supplementary Figure 7. Mutually exclusive strongly-active enhancers in biological processes in interzone and phalange.**

(a) GO terms associated with interzone-exclusive strongly-active enhancers, and strongly-active enhancers in interzone that are poised in phalange, and (b) vice versa.

### **Supplementary Figure 8. The rs34195470 is predicted to cause strong motif disturbance of TAL1 and SRY binding sites.**

**Supplementary Figure 9. The rs4775006 is predicted to affect the VDR binding site.**

**Supplementary Figure 10. The rs8067763 is predicted to damage the MECOM binding site.**

Supplementary Figure 1

a

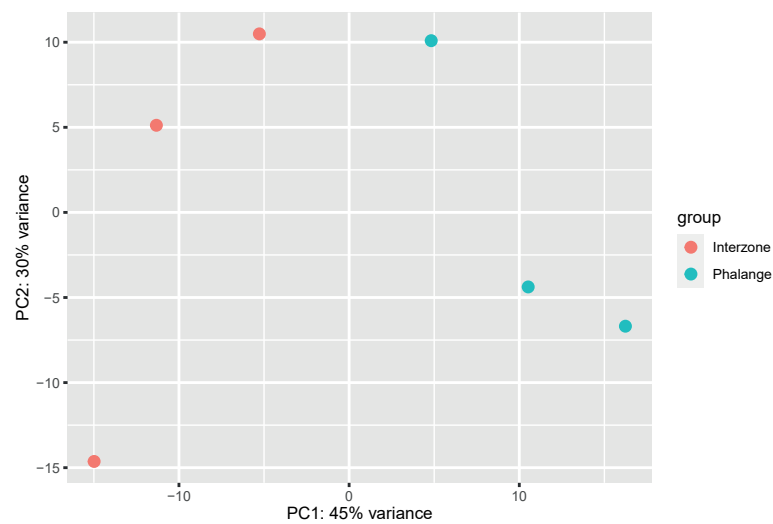

b

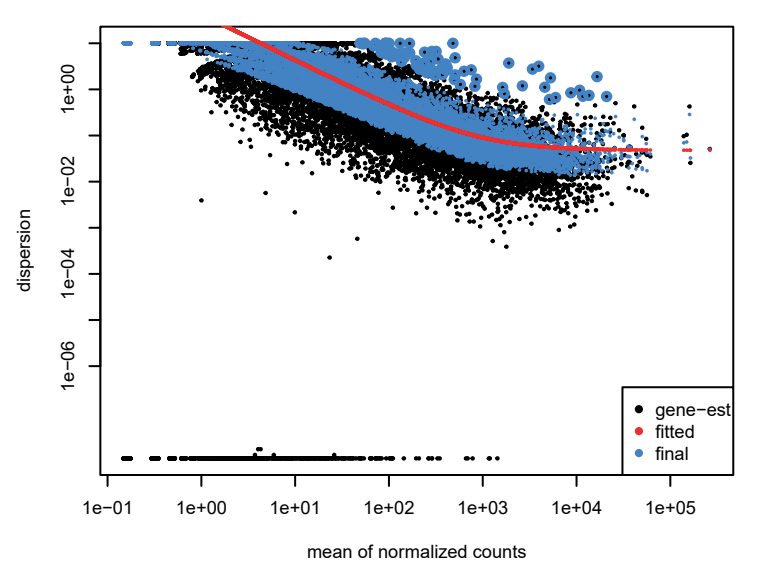

c

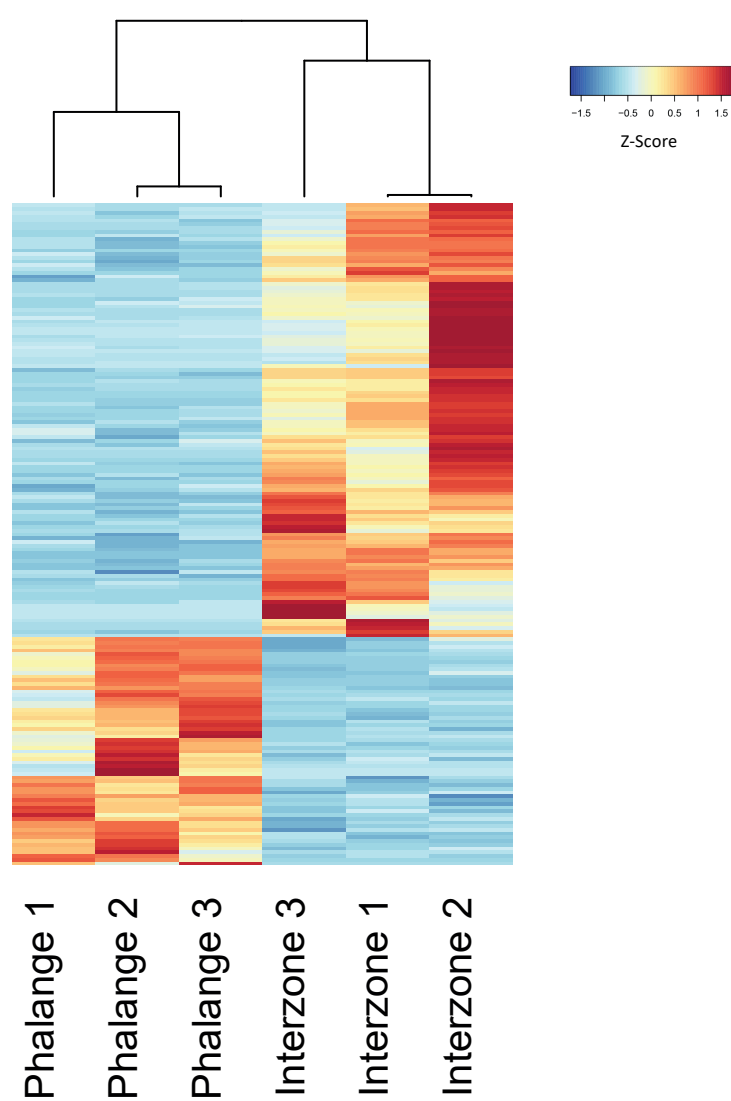

Supplementary Figure 2

a

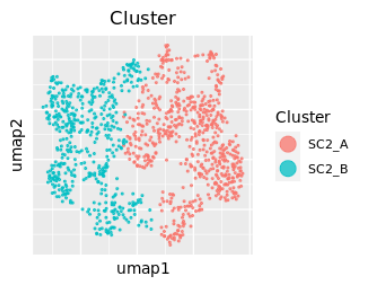

b

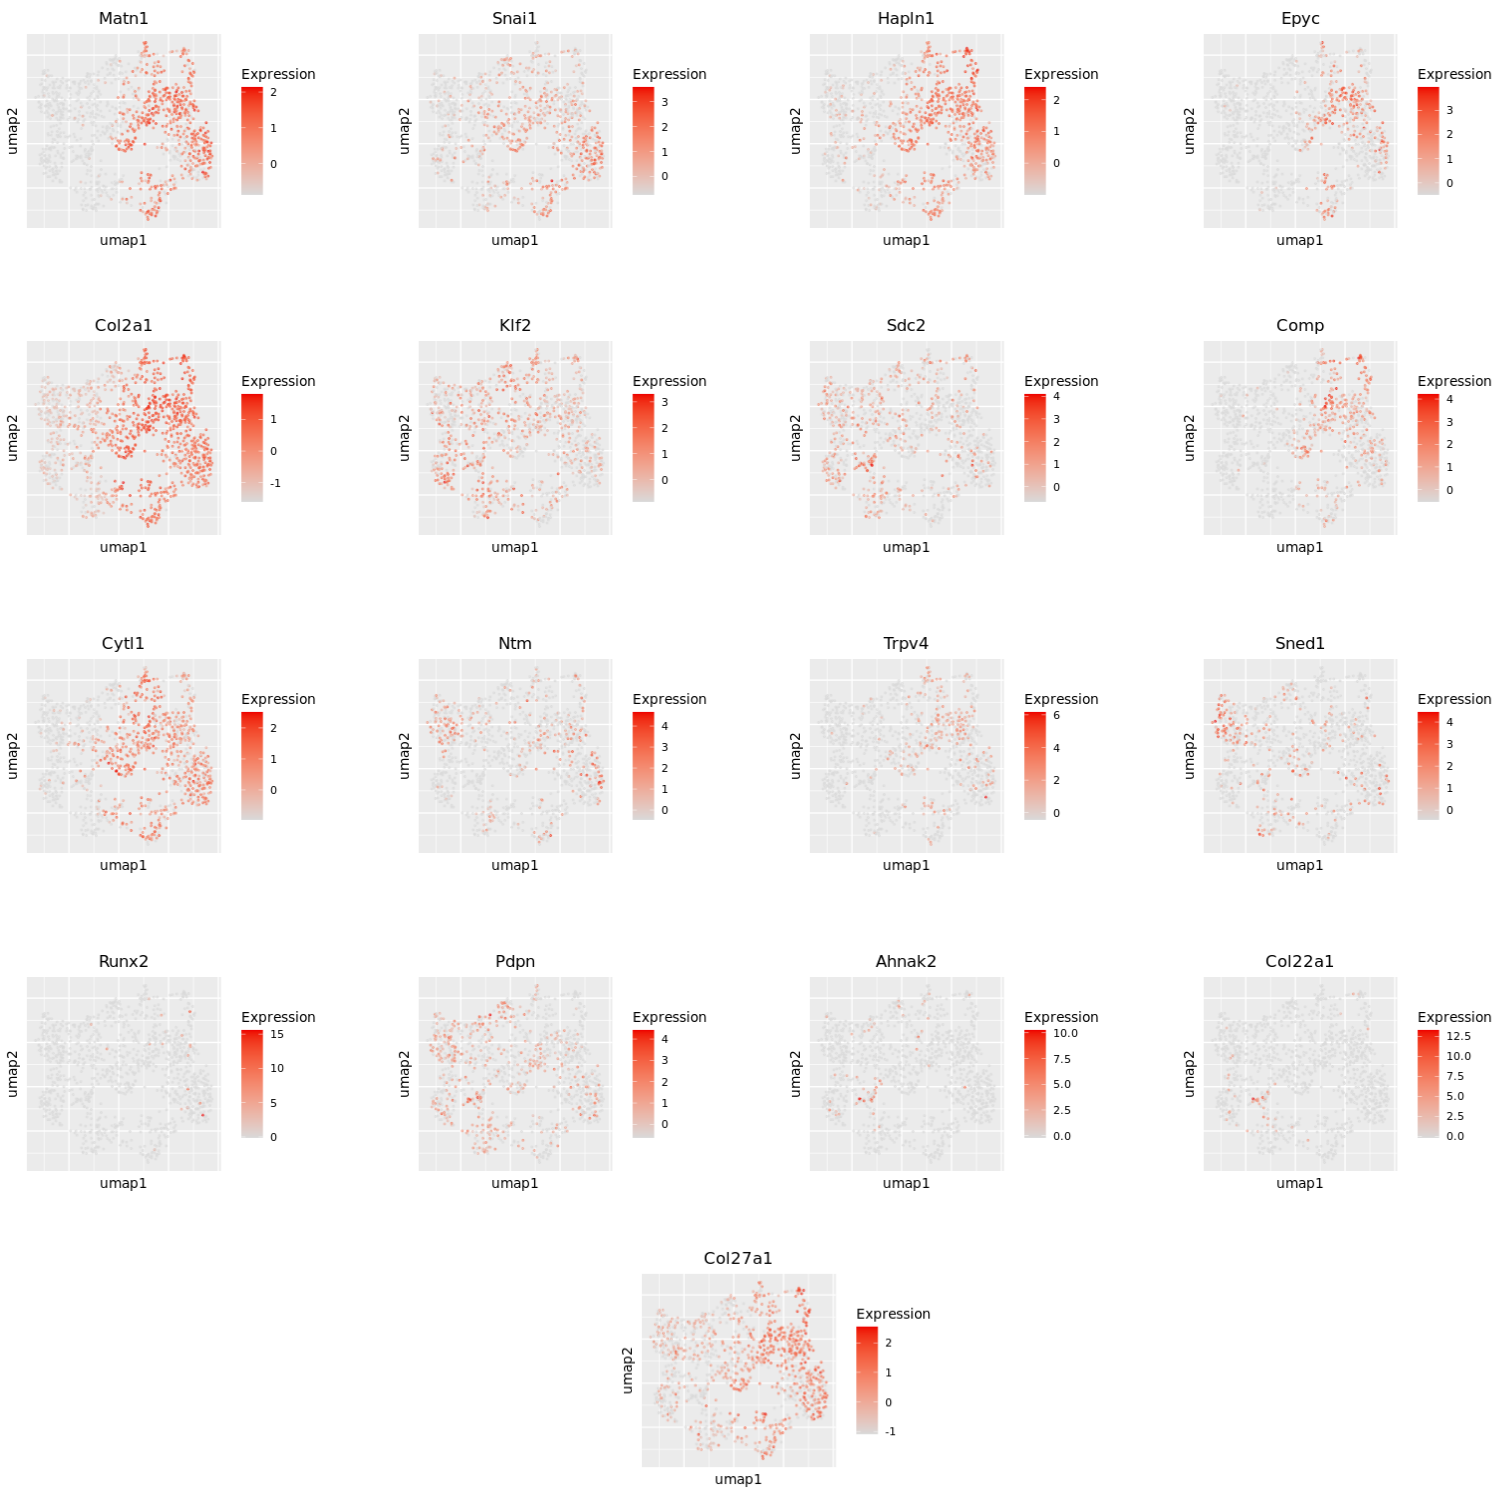

Supplementary Figure 3

a

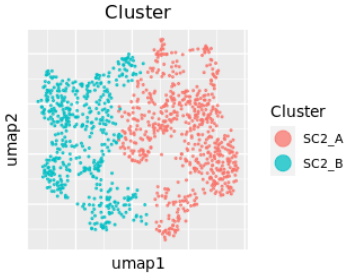

b

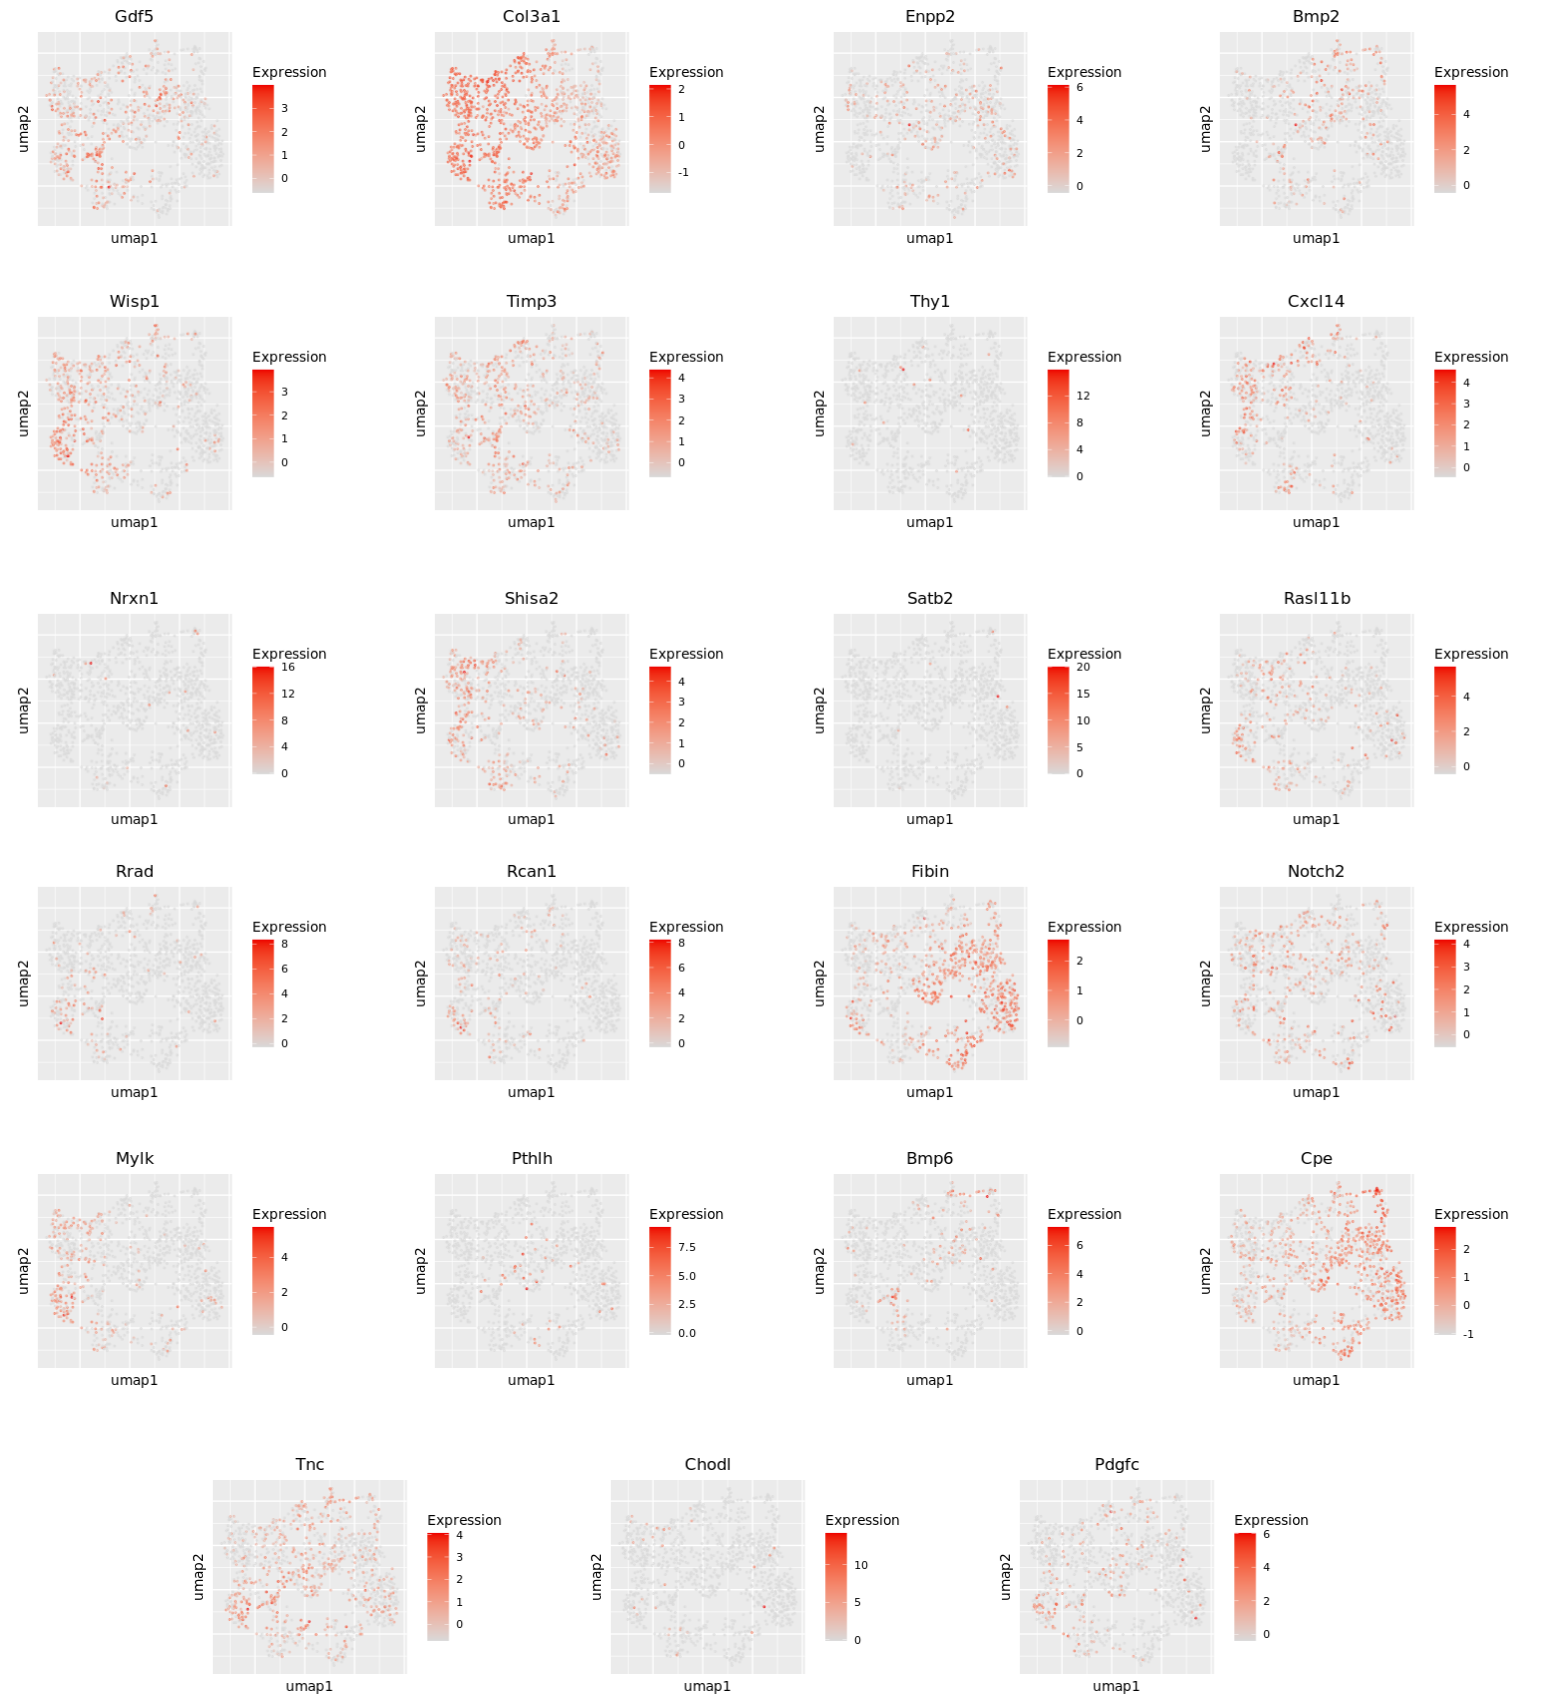

Supplementary Figure 4

a

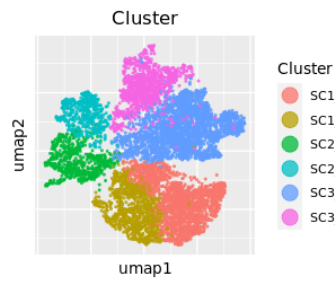

b

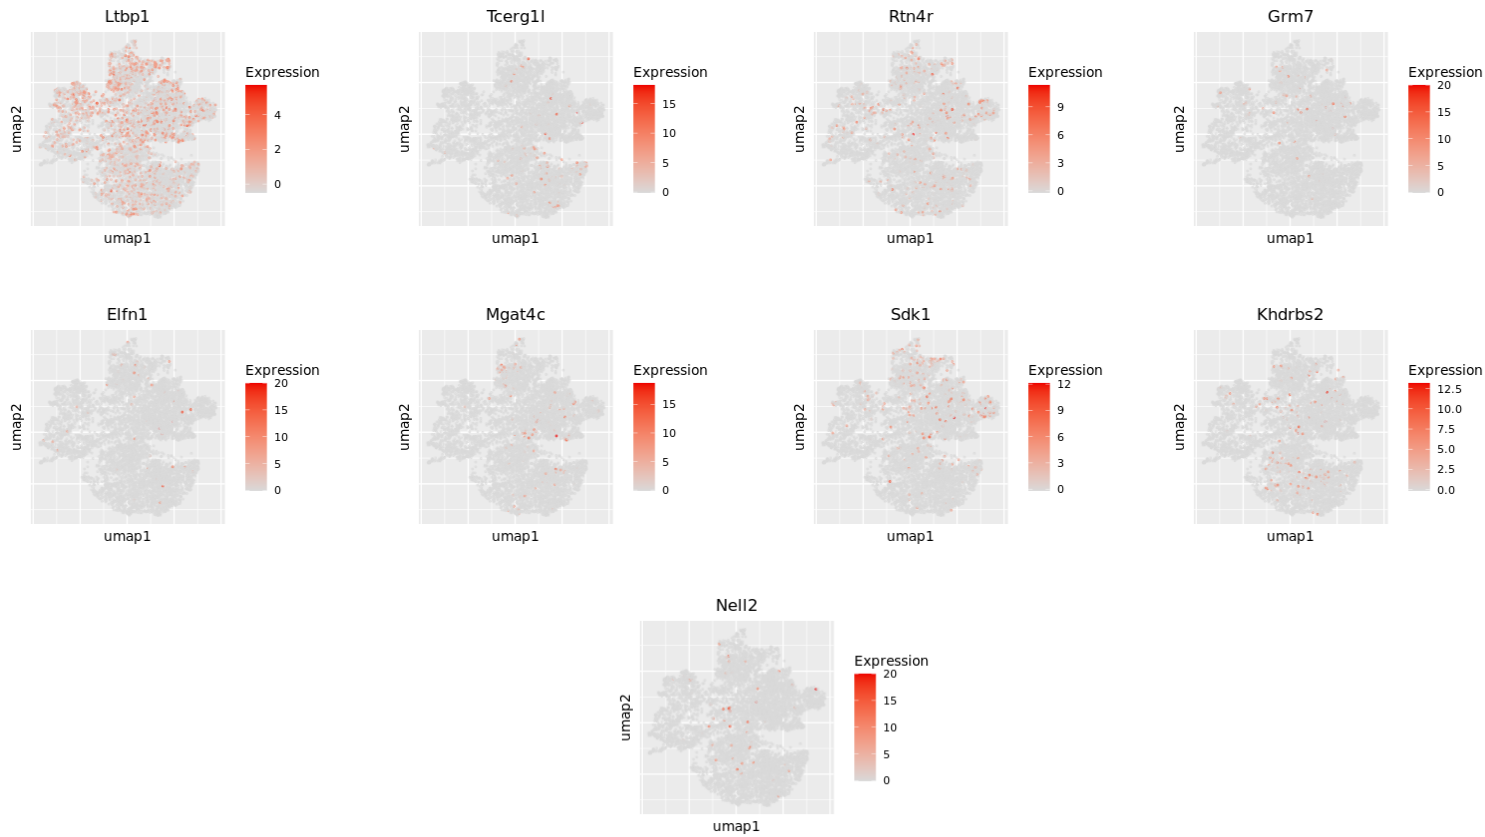

c

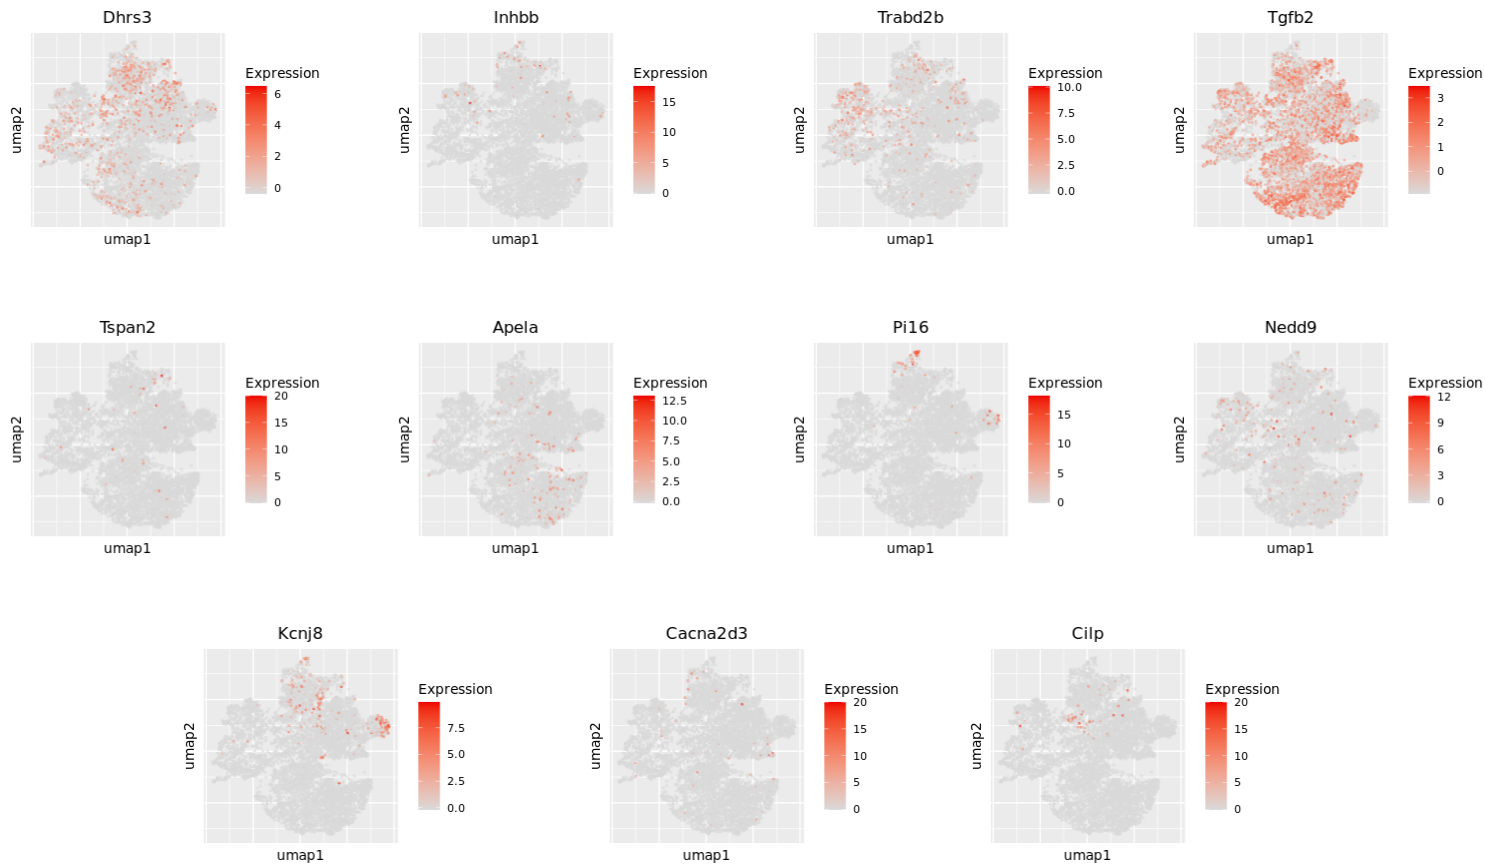

Interzone  
Active enhancers

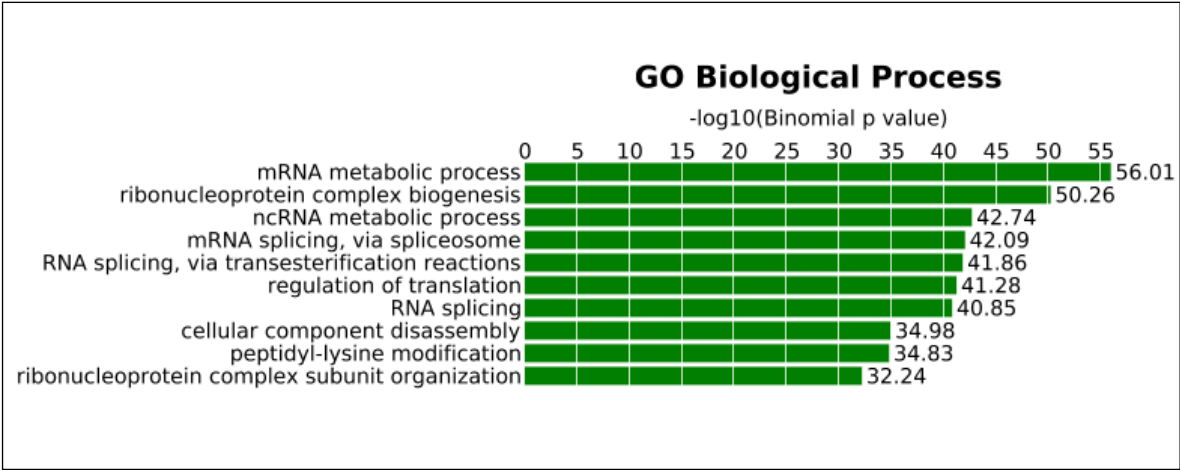

Poised enhancers

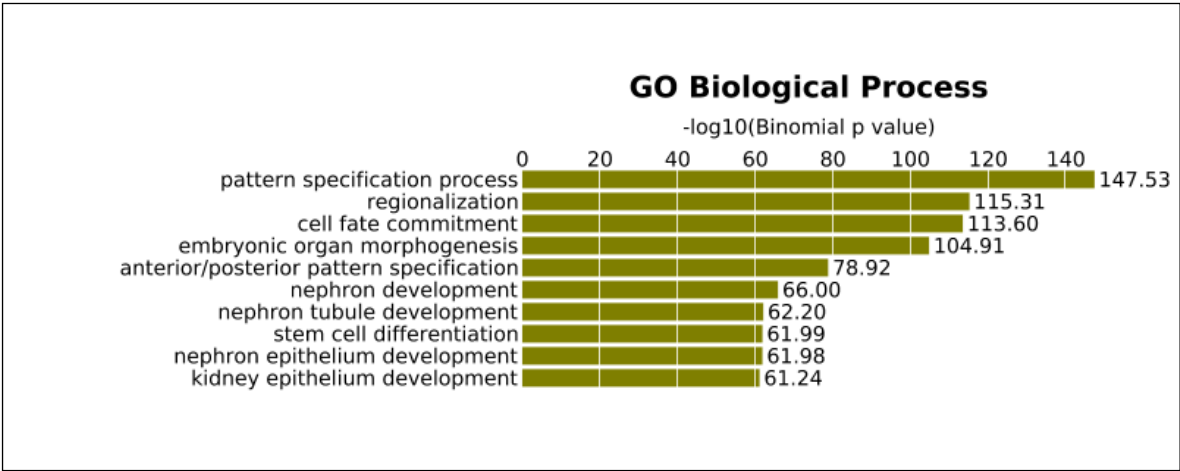

Phalange  
Active enhancers

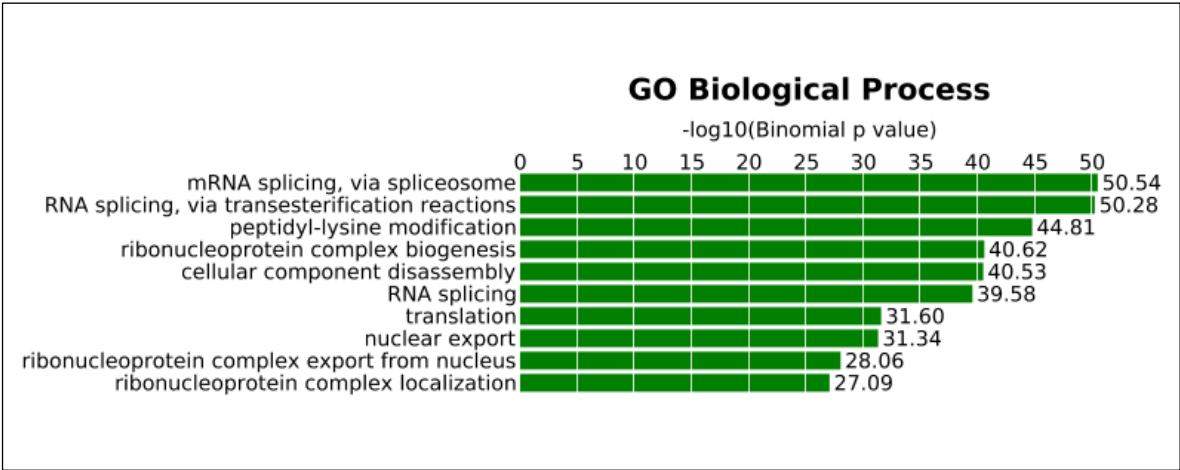

Poised enhancers

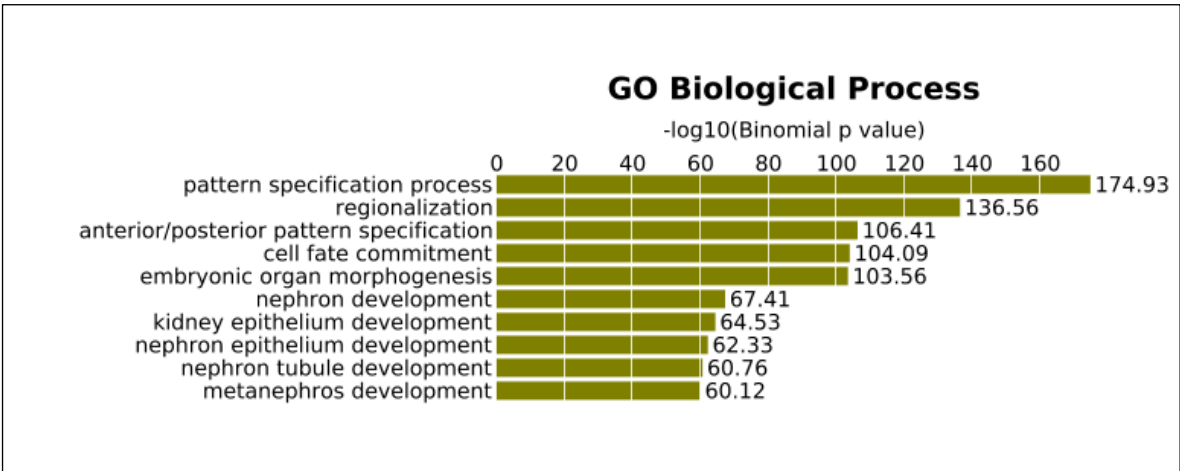

Supplementary Figure 6

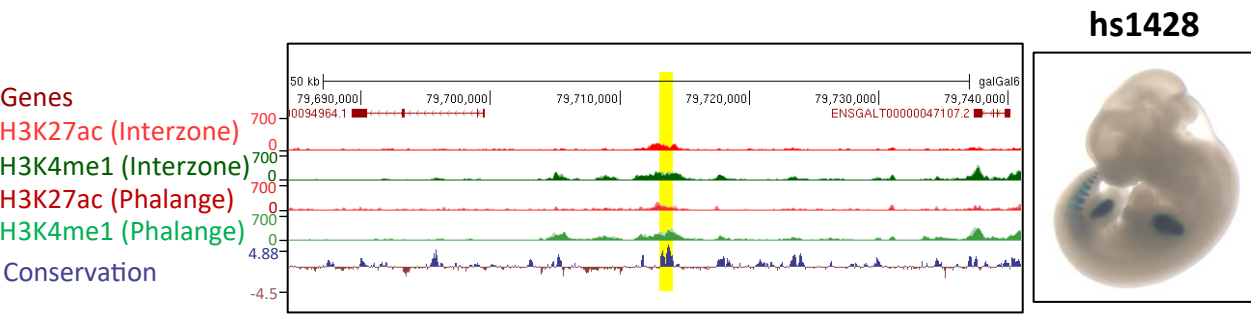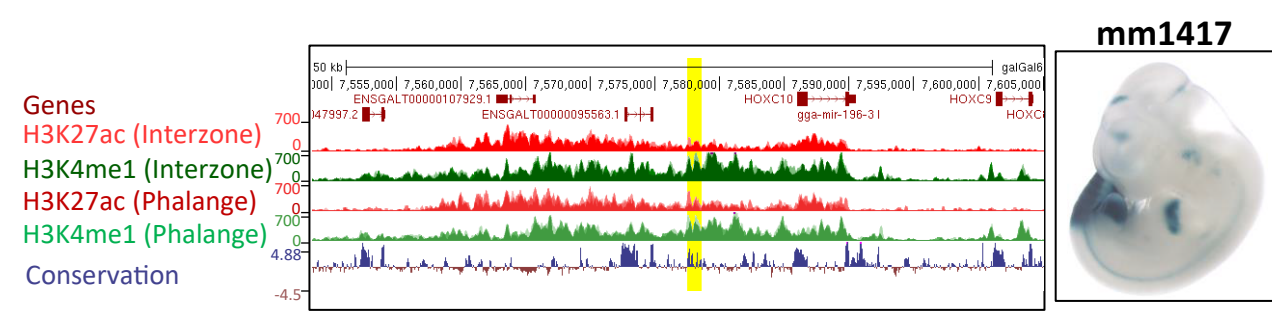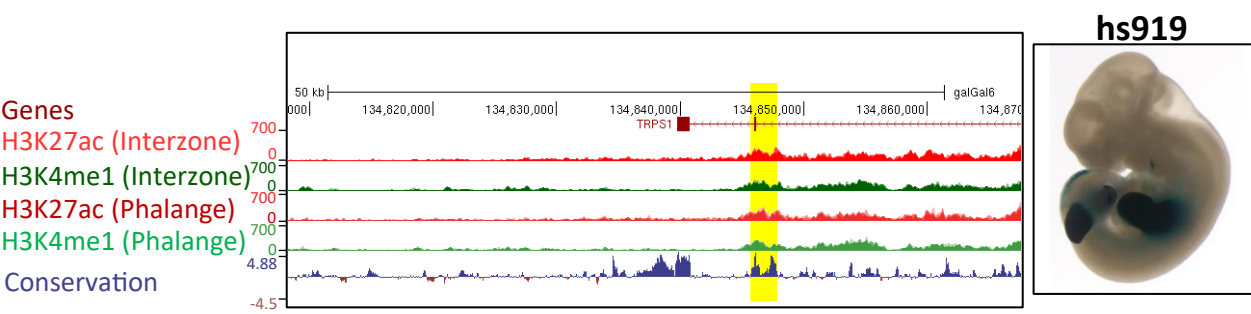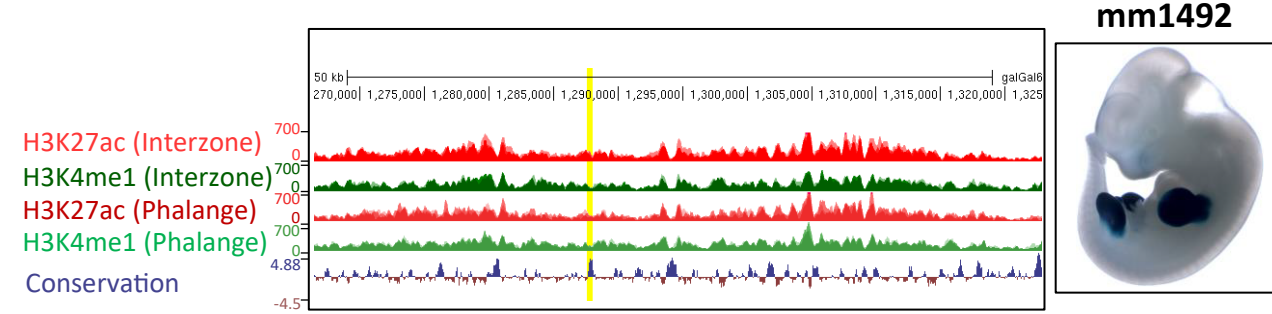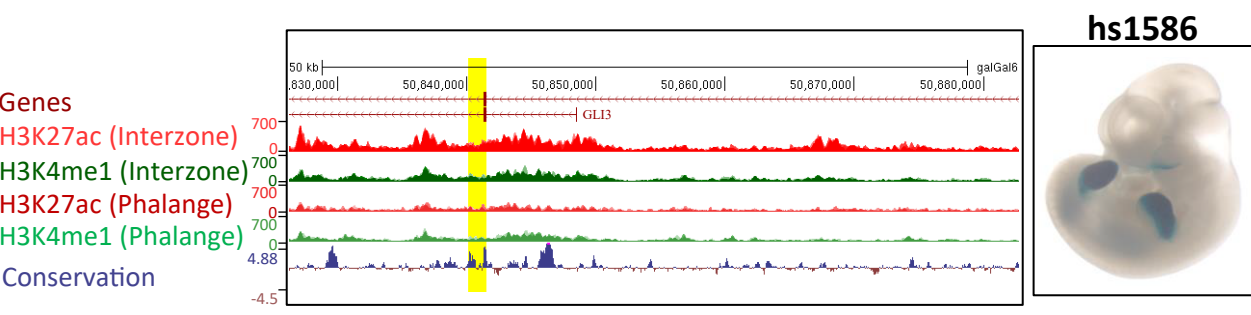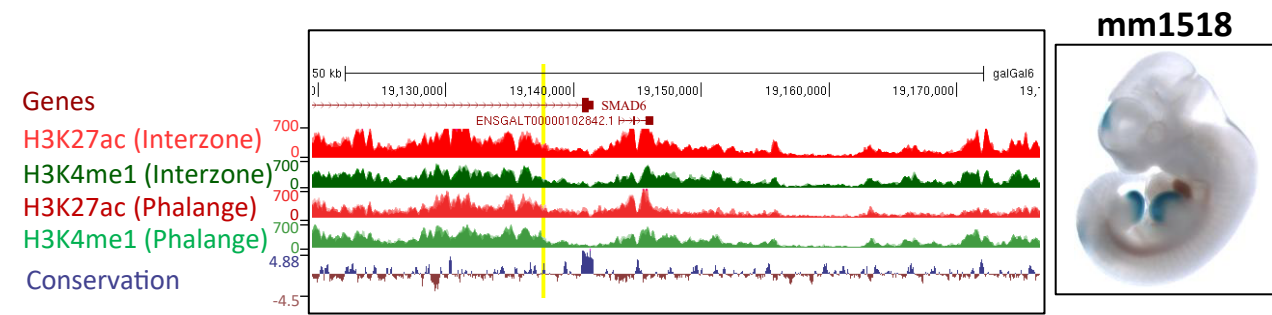

a

Interzone  
Unique Enhancers

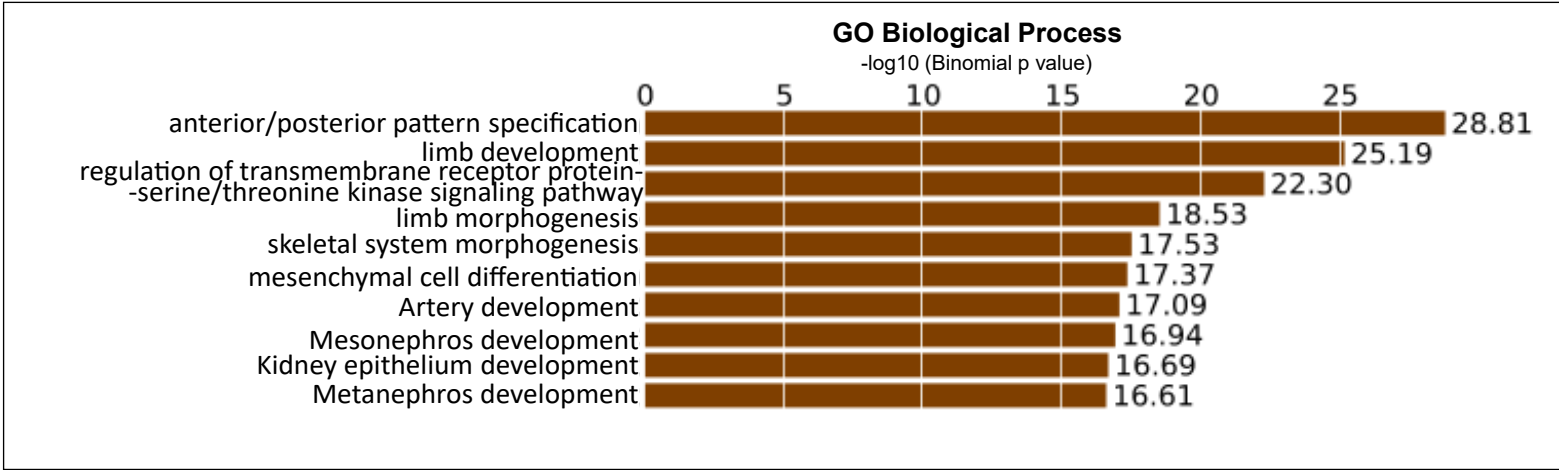

Strongly active in interzone and poised in phalange

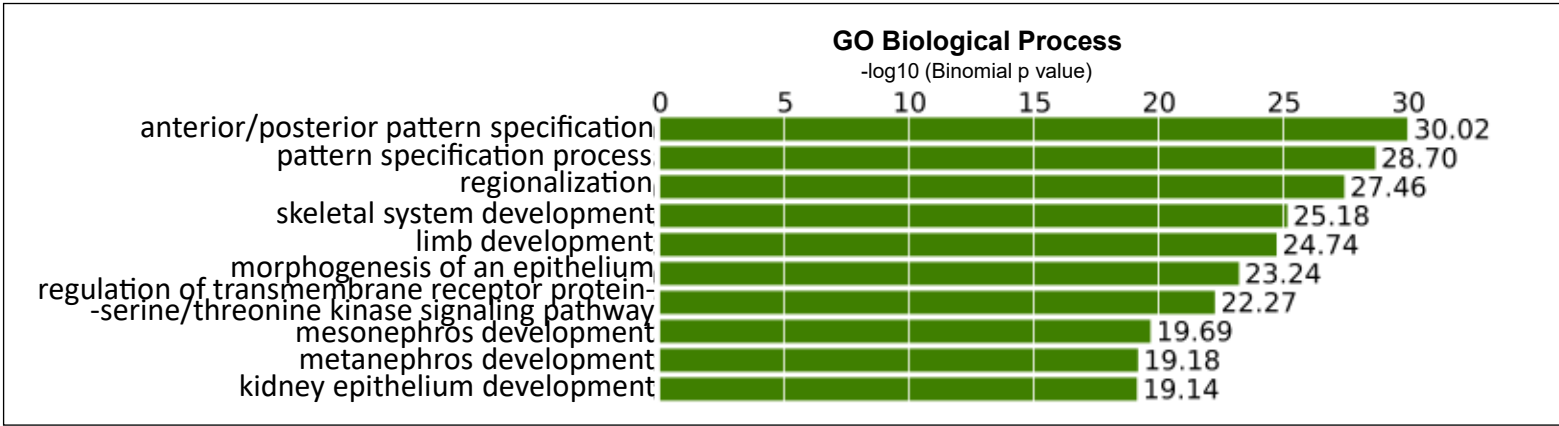

b

Phalange  
Unique enhancers

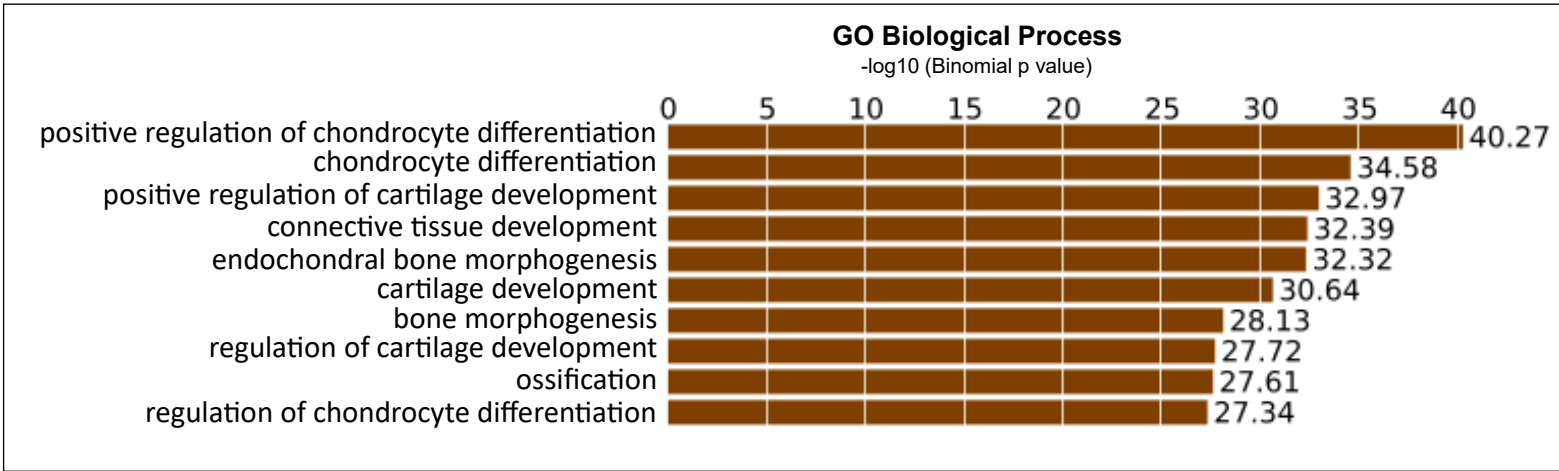

Strongly active in phalange and poised in interzone

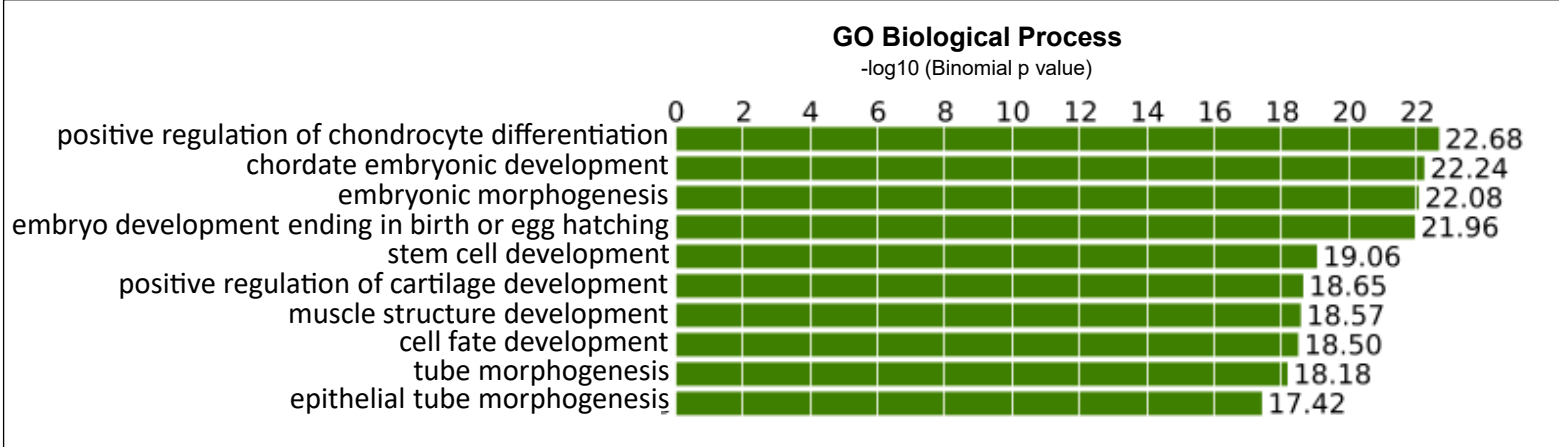

Supplementary Figure 8

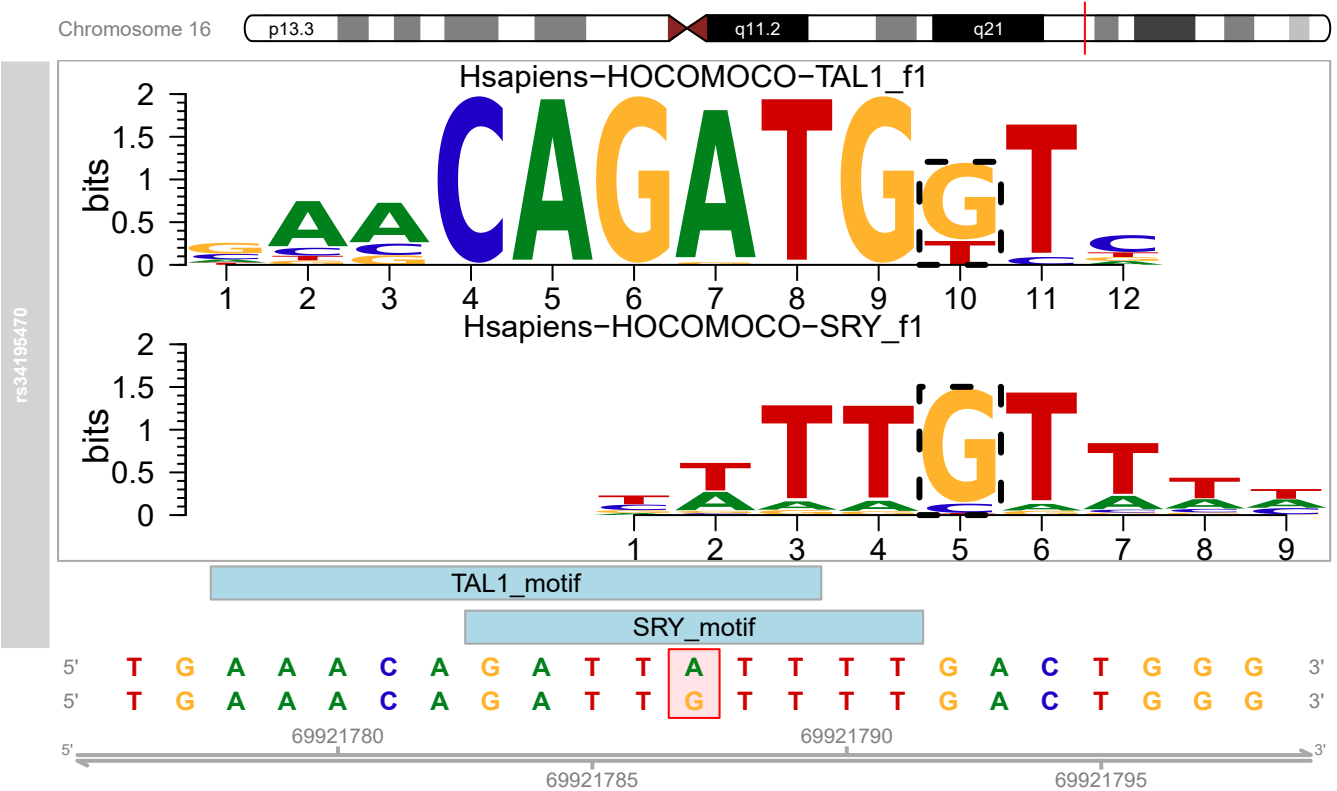

Supplementary Figure 9

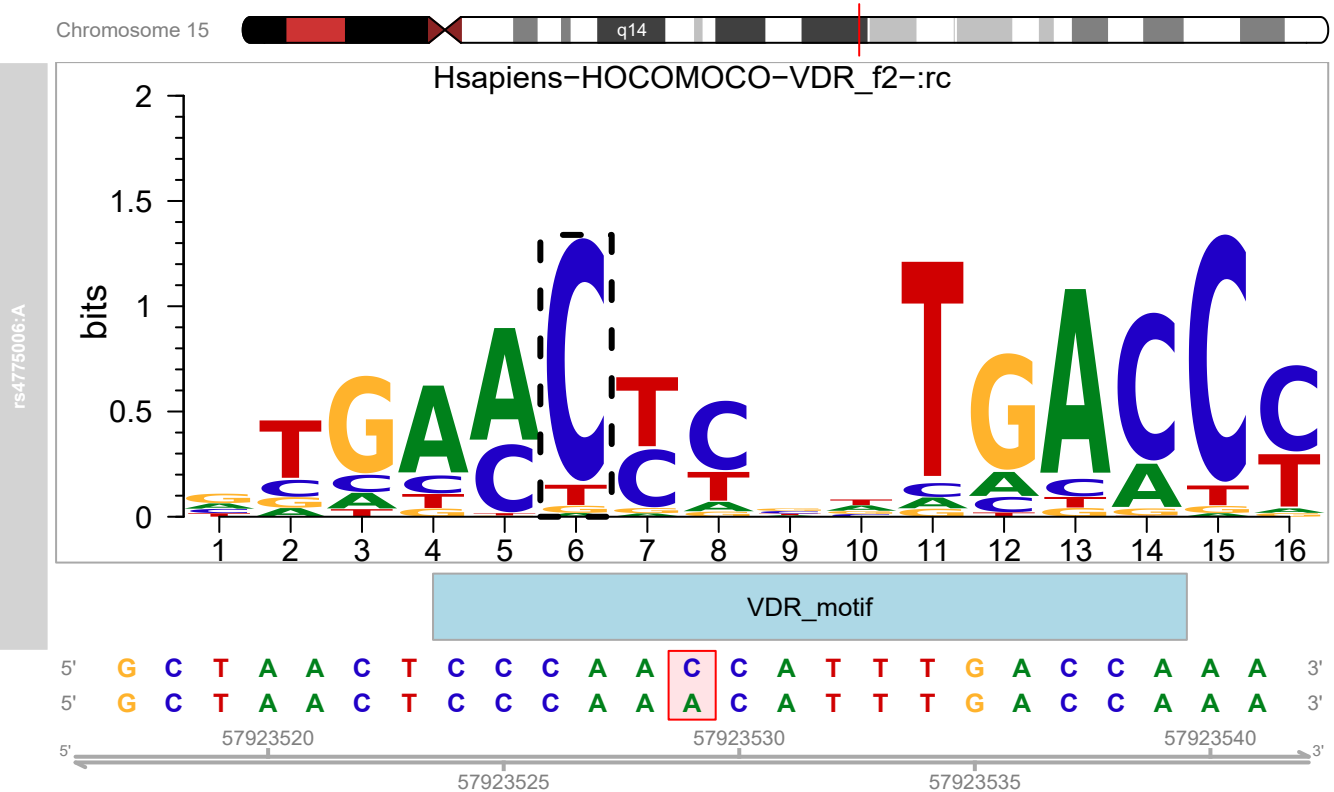

Supplementary Figure 10

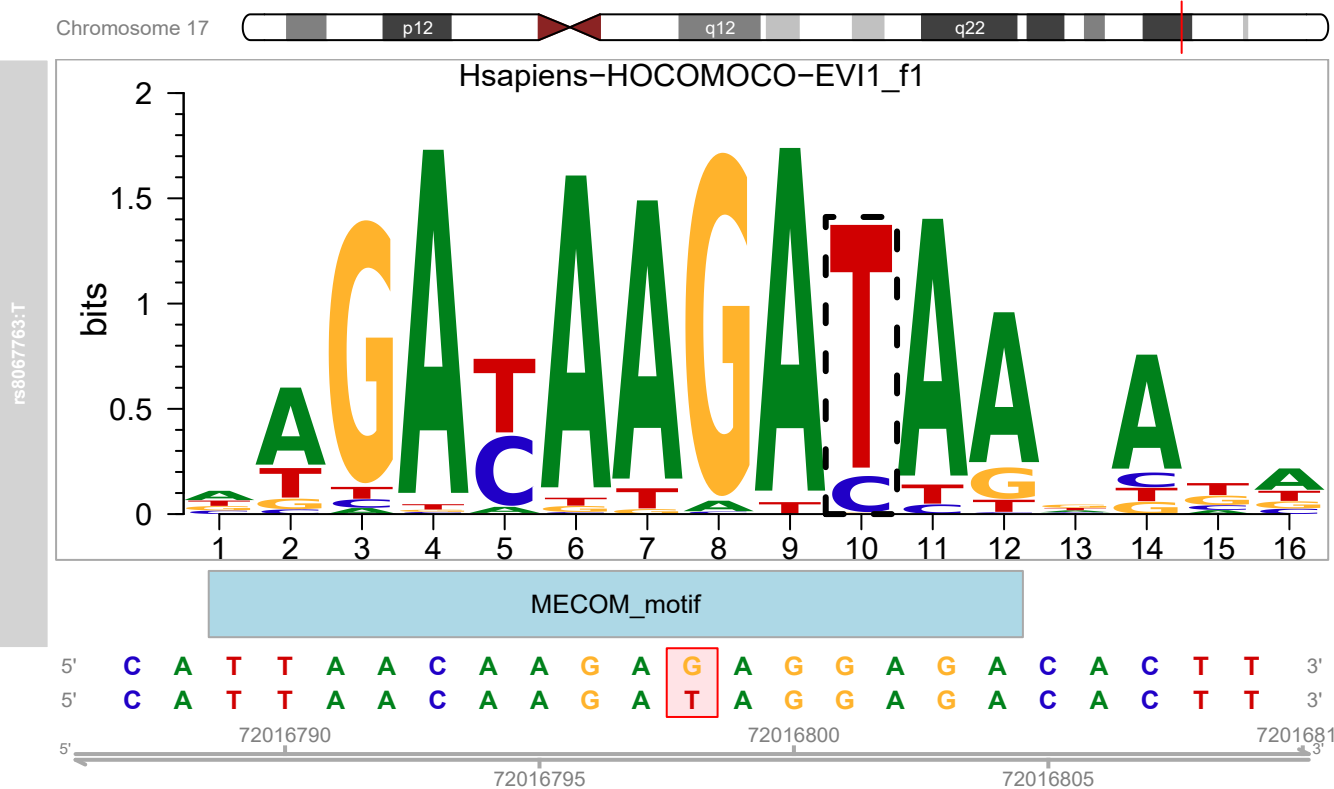

**Supplement:** Supplementary file 1 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

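Gene expression was measured by RNA-seq in 3 interzone and 3 phalange libraries, H3K27ac by ChIP-seq in 3 libraries of each tissue and H3K4me1 in 2 libraries of each tissue. Tissue and replicate of each library were taken from the sample labels and the paper. No column of per-sample values was left without a sample.

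For RNA-seq, the authors trimmed adapters with Trimmomatic, mapped reads with STAR to the *Gallus gallus* 6.0 genome, counted them with featureCounts on the annotation of Ensembl release 104 and deposited counts divided by the size factors of DESeq2, a signal without whole numbers. The reads were recovered as whole multiples of the value of 1 read in each library. The table held 15984 genes, of which 3958 had no symbol, and genes with the same symbol were kept apart by their identifier. Between 12431285 and 14347148 reads per library were on genes. A count of 0 was read as allowing up to 3 reads, and intervals are at the 95% level. Both cover counting error only, since PCR copies are counted as reads.

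The deposited values, as log2(normalized count + 1), were tested with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 for genes with a mean normalized count of at least 10. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2FC beyond 0.5, as in the paper. The recovered reads were tested with edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0. Values that DESeq2 gave as NA stayed NA. These were 86 of the 11928 filtered genes and 3185 of all genes. The paper used DESeq2, while the test on normalized values was the one fixed before the data were examined. Named genes were those named by the paper and those with the largest change past both thresholds in limma. Some of the genes named by the paper are not reported here. Of the others, 36 were found in the table and 35 were tested, while *IHH* and *OTX2* were not among the symbols of the table.

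The methods were tested on simulated data with the means and library sizes of these 6 libraries, in which 200 of 11928 genes were changed between interzone and phalange. With a dispersion of 0.05, limma, edgeR and DESeq2 each recovered 100% of them. With the dispersion of each gene as estimated from the libraries, limma recovered 63.0% with 5.97% of its calls false, edgeR 65.5% with 5.76% false and DESeq2 80.5% with 27.8% false. With these dispersions limma called 134 simulated genes, far more than in the 6 libraries, so these shares cannot be carried over to the libraries. The overlap of peaks was tested on 6000 simulated sites, and all 9 quantities checked were recovered.

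For ChIP-seq, the authors mapped reads with Bowtie 2, removed PCR duplicates and called peaks with MACS2 against input. The deposited lists give the fold enrichment of each peak over input and its -log10 of p and q. Fold enrichment and q were used only within a list. Peak sets were compared with bedtools 2.31.1, with a minimum overlap of 1 base, and merged where gaps were under 1000 bp, as the methods state. Removal of promoters and of anomalously enriched regions, and selection of regions conserved among chick, mouse and human, were not repeated, since no annotation or genome of the build was used here. Gene names and chromosomes were taken from a table of RefSeq genes of GRCg7b, another assembly, so no coordinates from it are given. The number of reads behind the peak lists is unknown.

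Tests on groups of 2 or 3 libraries were exact permutation tests, whose smallest p is 0.1 for 3 against 3 and 0.33 for 2 against 2. Alternatives set before the data were examined covered the pseudocount, the filter on low values, the normalization, edgeR and DESeq2, the replicate number as a block, the q and number of peaks, the rule for merging and overlap, and each library left out in turn. Lists of marker genes were set for skeletal muscle, blood cells, tendon and fibrous tissue, endothelium, epidermis, nerve and Schwann cells, and macrophages. Plots were drawn with matplotlib 3.10.9, and overlaps and exact tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.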

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

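All tests of the W-linked genes, of residual muscle and of residual blood below were chosen after the results were seen.

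Most genes assigned to the W chromosome, which the paper does not discuss, had almost no reads in 2 of the 6 RNA-seq libraries. Of 15 such genes, 11 had 0 to 2 reads in interzone 1 and 13 in phalange 1, against 0 in each of the other 4 libraries. *HNRNPKL* had 21.4 normalized counts in interzone 1 and 28.0 in phalange 1, and 5550, 4513, 5932 and 4295 in interzone 2, interzone 3, phalange 2 and phalange 3. An exception was ENSGALG00000034584, 1 of 2 genes with the symbol *NEDD4L*, with 333 and 252 normalized counts in interzone 1 and phalange 1, and from 144 to 276 in the other 4. This goes against a lack of W if the gene lies there, but chromosomes were assigned by symbol from another assembly, so its place is not certain. The median level of 315 Z-linked genes, relative to 6732 other genes, was 0.459 (log2) in interzone 1 and 0.368 in phalange 1, and between -0.250 and -0.148 in the other 4 libraries. Fewer reads cannot account for this, since interzone 1 had the most reads on genes, 14347148. A candidate explanation is that these libraries came from tissue without a W chromosome, that is from male embryos, since Z-linked levels higher by 0.368 or more go in the direction that 2 copies of Z would give. The sex of the embryos is not named in the paper's text. Both tissues have 1 such library, so the difference is balanced between them. Every H3K27ac and H3K4me1 list had peaks on W, from 17 to 63.

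Haemoglobin and muscle genes, which the paper does not discuss, were abundant in some libraries. *HBA1* had 22971, 1034 and 38711 normalized counts in interzone 1, 2 and 3, and 29931, 512 and 6232 in phalange 1, 2 and 3. The list of blood cell genes did not pass a test between the tissues (mean log2 difference 1.51, 7 of 8 genes higher in interzone, two-sided exact permutation test, p = 0.5), which by itself decides nothing with 3 libraries against 3. A further test was then chosen after this p was seen. Among haemoglobin genes with a mean of at least 100 normalized counts, the smallest fold between the highest and lowest library of the same tissue was 15.5, for *HBE1* in interzone. More residual blood in interzone than in phalange therefore cannot be the whole cause of the range, as it varied within both tissues. A difference in blood between the tissues on top of this range stays open.

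*ACTC1* had 6394, 1066 and 1945 normalized counts in interzone 1, 2 and 3, and 1868, 0 and 110 in phalange 1, 2 and 3. All 12 tested skeletal muscle genes had a higher mean in interzone (mean log2 difference 2.04), but only 2 had no overlap between the tissues, and the list did not pass (two-sided exact permutation test, p = 0.3). More residual muscle in the interzone libraries cannot be told apart from variation between dissections with 3 libraries per tissue. None of these muscle genes is in Supplementary Table 1. For the other lists, the mean log2 difference was 0.65 for tendon and fibrous tissue (exact permutation p = 0.3), -0.56 for endothelium (exact permutation p = 0.6), 1.30 for epidermis (exact permutation p = 0.4), 1.54 for nerve and Schwann cells (exact permutation p = 0.3) and -1.15 for macrophages (exact permutation p = 0.4), all two-sided. The Supplementary Table 1 genes include 1 of the blood list and 1 of the tendon list.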

How the results depend on the processing

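DESeq2 of all genes, its fits without each library, the test against a log2FC of 0.5, a q of at most 0.05, the vst and rlog transformations and the counts of H3K27ac regions without each library were chosen after the data were seen, and the other alternatives were not. The cause of a change was not tested unless one is given.

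By limma 0 genes were higher in interzone and 3 in phalange. These were 1 and 5 with a pseudocount of 10, 2 and 5 with a minimum mean of 50, and 0 and 1 with edgeR. DESeq2 gave 99 and 47, DESeq2 on all genes 116 and 61, and DESeq2 of all genes against a log2FC of 0.5 gave 54 and 19. A pseudocount of 0.5, no filter on low values and TMM factors kept 0 and 3, with the same 3 genes. The 6 fits without 1 library gave from 0 to 5 genes higher in interzone and from 0 to 4 in phalange, the higher values both without phalange 1. The same fits with DESeq2 of all genes gave from 73 to 217 and from 31 to 113. With the replicate number as a replicate block, 1 gene was higher in phalange, and 0 of the 3 genes were kept. Deviations of libraries with the same number had correlations across genes of 0.192, 0.0804 and -0.0170, the first the highest of all pairs across the tissues, so whether the numbers pair the libraries stays open.

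Of the fold changes of the named genes under alternatives set before the data were examined, 427 kept direction and side of the threshold, 25 became significant, 21 no longer passed and 15 changed sign. Under the added alternatives 34 kept both, 32 became significant and 4 changed sign. The changes of sign were all in genes whose levels overlapped between the tissues. *SOX9* had a log2FC of 0.0052 with edgeR and 0.0159 with each DESeq2 setting, and *ALDH1A2* -0.226 and -0.215. Across the 6 fits without 1 library, the log2FC ranged from -0.48 to 0.22 for *SOX9*, from -0.54 to 0.58 for *ALDH1A2*, from -0.28 to 0.56 for *LRIG3* and from -0.24 to 0.0150 for *COL5A1*. The separation of the RNA-seq libraries by tissue ranged from 0.997 to 1.09 across the same fits. The first principal component held 44.8% of the variance with vst and 45.2% with rlog.

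The higher similarity of libraries within tissues held under all alternatives for both marks. Without 1 library the difference was from 0.114 to 0.152 for H3K27ac and from 0.0827 to 0.0975 for H3K4me1. With a q of at most 0.001, 1693 and 1013 H3K27ac regions were in all interzone and no phalange libraries and the reverse, and the 6 fits without 1 library gave from 3061 to 3575 and from 2490 to 3568, since fewer libraries had to share or to lack a peak. With peaks in at least 2 replicates there were 5883 phalange-specific strongly-active regions and 3171 strongly-active regions of phalange that were poised in interzone. A q of at most 0.001 gave 5601 interzone-specific regions, 3552 of interzone poised in phalange, 4907 phalange-specific regions and 2610 of phalange poised in interzone. When only overlapping or touching peaks were merged, there were 17703 interzone-specific and 16807 phalange-specific regions and 9531 of interzone poised in phalange. Of the other values, 20 moved and 83 did not under the alternatives set before the data were examined.

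Removal of promoters, the share of regions over 5 kb from a TSS, regions near differentially expressed genes and counts of RUNX motifs were not run, as they need a genome and annotation not used here. The unknown depth of the peak lists limits any count of regions absent from a library, since a weak peak may be missed in a shallow library, and only 46.1% of the phalange H3K27ac overlaps at interzone-specific CEs were left at a q of at most 0.001.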

Differences from the paper's values

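DESeq2 of all genes was chosen after the values were seen, and the other tests here were not.

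The paper reports 116 genes higher in interzone and 61 higher in phalange, against 0 and 3 by limma. Of the alternatives set before the data were examined, only DESeq2 on the filtered genes came within 1.5 times, with 99 and 47. DESeq2 on all genes, chosen after the values were seen, gave the paper's 116 and 61, and the methods of the paper name DESeq2. The paper's adjusted p of *RUNX2* in Supplementary Table 1 is 4.52621e-23, against 0.0225 by limma. Of the alternatives set before the data were examined, DESeq2 on the filtered genes came closest with 2.47e-22 and none closed this gap, while DESeq2 on all genes gave 4.53e-23. For *CILP*, with 0 reads in phalange, only a lower bound could be compared with its log2FC in Supplementary Table 1. Among the rest of the 25 named genes of that table, no log2FC by limma differed from the paper's by more than the paper's standard error. The values were not equal, with 8.10 by limma against 9.29 in the paper for *INHBB* (standard error 1.19). Of the 25 genes 22 were called by DESeq2 on all genes and not by limma, and DESeq2 on the filtered genes called 21 of them, all but *TRPV4*.

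The paper reports 14217 strongly-active regions in interzone and 14224 in phalange, against 36386 and 37218 here, and 11913 and 12997 poised regions, against 43141 and 44726. Its counts of regions specific to a tissue are 3406 in interzone and 3407 in phalange, against 9526 and 9725. Its counts of strongly-active regions poised in the other tissue are 2111 in interzone and 1502 in phalange, against 5994 and 4923. Only a q of at most 0.001 brought the phalange-specific regions, at 4907, within 1.5 times of the paper's value. None of the alternatives set before the data were examined closed the other gaps. Active regions made up about 17% in interzone and about 18% in phalange in Fig. 3a, read by eye, against 6.90% and 8.92%. Merging only overlapping or touching peaks gave 12.6% and 14.2%, and none of the other alternatives set before the data were examined closed these gaps. The selection of conserved regions and the removal of promoters, which the paper applied, were not repeated here.

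The paper names a strongly-active CE of *OTX2* specific to interzone. The CE that Supplementary Table 13 assigns to it overlapped no H3K4me1 peak in any of the 4 libraries, and H3K27ac peaks in 2 of the 3 phalange libraries.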

Other observations

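Of the tests below, the depth test of abundant genes with few reads and the chromosomes of the CEs of Supplementary Table 13 were chosen after the result was seen, as were the values of *UBAP2* and the use of DESeq2 of all genes.

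The 6 RNA-seq libraries can be split into 10 groupings of 3 against 3, so no share of groupings can be under 0.1. By limma, 1 of 10, the one by tissue, gave 3 genes in one direction. The count in the interzone direction is 0, which 10 of the 10 groupings reach whatever the data, so it tests nothing. With DESeq2 on all genes, 1 of 10 groupings called as many genes as the one by tissue. However, the grouping of interzone 1, interzone 3 and phalange 1 against the rest called 162 genes, among them 5 muscle and 6 blood genes, and the other groupings called from 8 to 86. DESeq2 can thus call nearly as many genes for a grouping that mixes the tissues. For H3K27ac, 2616 regions were in all interzone and no phalange libraries and 2212 in all phalange and no interzone libraries. For each of these counts, 1 of 10 groupings, the one by tissue, gave as many, and the other groupings gave at most 190.

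DESeq2 called many genes where limma and edgeR called few. Of the genes of Supplementary Table 1, 174 had no overlap between the tissues and 3 did. This count cannot tell whether 1 library of a tissue lay far from the other 2, since the genes were selected on the same libraries and a library far on the outer side leaves no overlap either. In 5 of the genes, 1 library held over 0.8 of the total of the higher tissue, and 46 had 0 reads in at least 1 library. On simulated data with the dispersion of each gene, DESeq2 recovered more changed genes than limma and had more false calls. Limma called 134 genes in that simulation, against 0 and 3 in the 2 directions in the libraries. The simulation thus differs from the libraries, and its share of false calls cannot be carried over to the genes called here. Which of the genes called by DESeq2 and not by limma differ between the tissues is left open here.

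Some abundant genes had almost no reads in at least 1 library. Among genes not assigned to W and with a mean of at least 300 normalized counts in the other 5 libraries, 3, 6 and 2 had 0 to 2 reads in interzone 1, 2 and 3, and 8, 8 and 1 in phalange 1, 2 and 3. W-linked genes, left out of these counts, would add 2 in interzone 1 and 3 in phalange 1. Without them these were 20 genes, of which 14 were low in 1 library only and 6 in several, so the counts mix losses in 1 library with losses that libraries share. *RRAD* had 0 reads in all 3 phalange libraries, and for such genes a difference between the tissues stays open. The libraries with the most such genes, phalange 1 and phalange 2, also had the fewest reads on genes, which is what fewer reads would give and was the test first set. That test was replaced after its result was seen. The depth of the shallowest library was 0.866 of the deepest, far too small a difference to take a gene from 300 normalized counts to 2 reads. Lower depth cannot by itself explain these genes, though it goes with their number when shared losses are counted. Of the genes low in 1 library only, phalange 2 had 6, interzone 2 had 5, phalange 1 had 2 and interzone 3 had 1. Phalange 1 thus had fewer of these than interzone 2, which had more reads on genes. A candidate explanation is that few cDNA molecules of a gene entered amplification. The squared coefficient of variation fell with the mean count with a slope of -0.617 in phalange and -0.510 in interzone on log scales, between the values that would argue for and against this, so it cannot be told apart from differences between embryos or tissues. *UBAP2*, ENSGALG00000029890 and ENSGALG00000037738 had at most 1 normalized count in both interzone 1 and phalange 1, the libraries low in W-linked genes.

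Genes assigned only to interzone-specific CEs of Supplementary Table 13 had a mean log2FC of 0.293 over 166 genes, and those assigned only to phalange-specific CEs one of -0.202 over 102 genes, a difference of 0.495. That the former are transcribed more in interzone was a hypothesis set before the data were examined. A permutation test of genes between the sets, two-sided with 100000 resamples, gave p = 0.00067. It takes genes as independent and does not cover the spread of libraries. Of the 10 splits of the libraries, the one by tissue gave the largest difference and the next 0.341 (exact permutation test, p = 0.1). The paper's last phalange tables were not used here and could move genes between the sets, so the hypothesis stays open. That reading was set after the values were seen. The share of genes with a log2FC above 0 was 57.8% and 46.1%. The medians were 0.18 and -0.08, so the sets overlap widely.

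Of the interzone-specific CEs of Supplementary Table 13 that overlapped an H3K27ac peak of phalange, 46.1% still did with a q of at most 0.001, and of the phalange-specific CEs with a peak of interzone, 37.0%. At the same q, 259 of 551 interzone-specific CEs and 260 of 438 phalange-specific CEs kept an H3K27ac peak of their own tissue. Overlaps with the other tissue were thus lost about as often as those with the own tissue for interzone-specific CEs, and more often for phalange-specific CEs. Peaks near the significance threshold could explain part of these overlaps, but the shares kept lie between those that would argue for and against this, so it stays open. Of 1057 pairs of a CE and a gene found in the table of GRCg7b genes, 55, or 5.20%, had the gene on another chromosome than the CE, among them the CE of *OTX2*. The paper assigned genes to the CEs after lifting them to the human genome, and the chicken assemblies compared here also differ. The cause was not tested.

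For other genes that the paper names, *ACAN* had 2424 ± 2026 normalized counts (SD, n = 3) in interzone and 6289 ± 2243 (SD, n = 3) in phalange, and *SOX9* 7764 ± 4434 (SD, n = 3) and 7679 ± 2975 (SD, n = 3). *PITX1* had 4120.3 ± 2420 (SD, n = 3) and 5606 ± 2623 (SD, n = 3). The levels of these 3 genes overlapped between the tissues. *HOXD13* was higher in every interzone library, with a log2FC of 0.46 (standard error 0.21, adjusted p = 0.790 by limma).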
